# Modular organization of the white spruce (*Picea glauca*) transcriptome reveals functional organization and evolutionary signatures

**DOI:** 10.1111/nph.13343

**Published:** 2015-02-27

**Authors:** Elie S. M. Raherison, Isabelle Giguère, Sébastien Caron, Mebarek Lamara, John J. MacKay

**Keywords:** conifers, modular organization, tissue differentiation, transcriptional network, transcriptome, white spruce (*Picea glauca*)

## Abstract

- Transcript profiling has shown the molecular bases of several biological processes in plants but few studies have developed an understanding of overall transcriptome variation. We investigated transcriptome structure in white spruce (*Picea glauca*), aiming to delineate its modular organization and associated functional and evolutionary attributes.
- Microarray analyses were used to: identify and functionally characterize groups of co‐expressed genes; investigate expressional and functional diversity of vascular tissue preferential genes which were conserved among *Picea* species, and identify expression networks underlying wood formation.
- We classified 22 857 genes as variable (79%; 22 coexpression groups) or invariant (21%) by profiling across several vegetative tissues. Modular organization and complex transcriptome restructuring among vascular tissue preferential genes was revealed by their assignment to coexpression groups with partially overlapping profiles and partially distinct functions. Integrated analyses of tissue‐based and temporally variable profiles identified secondary xylem gene networks, showed their remodelling over a growing season and identified *PgNAC‐7* (no apical meristerm (NAM), *Arabidopsis* transcription activation factor (ATAF) and cup‐shaped cotyledon (CUC) transcription factor 007 in *Picea glauca*) as a major hub gene specific to earlywood formation.
- Reference profiling identified comprehensive, statistically robust coexpressed groups, revealing that modular organization underpins the evolutionary conservation of the transcriptome structure.

## Introduction

Transcriptome analysis is among the most widely used large‐scale experimental approaches to investigate genome function and to help annotate genome sequences (Pickrell *et al*., 2010; Prasad *et al*., 2013; Ellison *et al*., 2014). The transcriptome as a whole is highly dynamic as a consequence of quantitative variations over spatial and temporal scales. The observed changes in transcript levels result from the combinatorial action of genetically encoded regulatory pathways that orchestrate development and responses to environmental stimuli. The accumulation of individual gene transcripts may be viewed as a bridge between the genotype and the phenotype and, as such, may be acted upon through natural selection (Romero *et al*., 2012; Prasad *et al*., 2013).

The fundamental interest in and application of transcriptome analysis are reflected in its broad application in nonmodel organisms, including many taxa such as conifer trees where large genome size or complexity represents a technical barrier to genomic investigation. Conifer tree genomes are highly repetitive and, with sizes of 18–30 Gb, they are several fold larger than most angiosperm plant genomes sequenced to date, including *Arabidopsis thaliana* (Arabidopsis Genome Initiative, 2000), black cottonwood (*Populus trichocarpa*; Tuskan *et al*., 2006), maize (*Zea mays*; Schnable *et al*., 2009), and eucalyptus (*Eucalyptus grandis*; Myburg *et al*., 2014) as well as animal genomes such as human (IHGSC, 2004). Three conifer genomes were recently sequenced and include white spruce (*Picea glauca*; Birol *et al*., 2013), Norway spruce (*Picea abies*; Nystedt *et al*., 2013), and loblolly pine (*Pinus taeda*; Neale *et al*., 2014). By contrast, cDNA and transcriptome sequencing in conifers has been ongoing for over 15 yr (Allona *et al*., 1998), has led to many functional investigations, and produced outcomes that enable genetic mapping research, association studies and investigations of evolutionary adaptation (MacKay *et al*., 2012). Despite this extensive body of work, a general framework describing transcriptome organization in conifers is lacking and would help to develop a more unified understanding of genome function.

Conifer transcriptome studies have been conducted to gain insight into the molecular underpinnings of growth, development and stress responses. Conifers are long‐lived and need to cope with diverse biotic and abiotic stress factors over time, which has led to a number of studies on the theme of resistance and acclimation. For example, Sun *et al*. (2011) identified genes responsive to fungal elicitation in Scot's pine (*Pinus sylvestris*) while Verne *et al*. (2011) identified up‐ and down‐regulated genes in white pine weevil‐resistant individuals in interior spruce (*P. glauca* × *Picea engelmannii*). In the context of global environmental change, Yeaman *et al*. (2014) investigated patterns of gene expression related to acclimation across environmental conditions in lodgepole pine (*Pinus contorta*) and interior spruce; and Baldi *et al*. (2011) identified candidate genes for cold tolerance in cypress (*Cupressus sempervirens*). Considering the ecological and economic importance of conifer woods, another area of interest is transcriptome variation and reorganization during secondary xylem growth. Genes with significant changes in expression between earlywood and latewood formation were identified in loblolly pine trees from two seed sources (Yang & Loopstra, 2005), in maritime pine (*Pinus pinaster*) during a growing season (Paiva *et al*., 2008), and in radiata pine (*Pinus radiata*) at different stages of developmental aging (Li *et al*., 2010). A few studies have addressed related evolutionary aspects by identifying genes that are conserved in expression patterns and sequence between species such as white spruce and *A. thaliana* (Pavy *et al*., 2008), among different spruce species (Raherison *et al*., 2012) and between pine and spruce (Yeaman *et al*., 2014).

A majority of transcriptome profiling experiments in conifers and plants in general have aimed to identify and functionally describe expression variations in subsets of genes associated with biological processes or genotypic differentiation (Lorenz *et al*., 2011; Palle *et al*., 2011). Genes whose transcript levels do not vary across samples have been less investigated, despite their potentially key housekeeping roles (Aceituno *et al*., 2008; Chang *et al*., 2011; Eisenberg & Levanon, 2013). Furthermore, many studies have focused on a single or a few tissues or organs; however, recent studies in flowering plants show that tissue differentiation is the major driver of transcriptome reorganization in species such as *A. thaliana* (Ma *et al*., 2005), maize (Downs *et al*., 2013), barley (*Hordeum vulgare*; Downs *et al*., 2013), and tobacco (*Nicotiana tabacum*; Druka *et al*., 2006). The conservation of tissue‐specific gene expression patterns is also well established in vertebrates including mammals (Prasad *et al*., 2013) and nonmammals (Chan *et al*., 2009). Taken together, these observations indicate that studies considering several tissues are a powerful approach to delineate transcriptome organization across a whole organism. Furthermore, the rate of gene expression evolution can differ depending on tissue or organ sources in angiosperms (Yang & Wang, 2013) and in mammals (Brawand *et al*., 2011).

We investigated transcriptome structure by interrogating 23 853 genes on a custom‐designed microarray profiling platform (Raherison *et al*., 2012) in two different controlled experiments with biological replications. We have previously shown a high level of concordance between results obtained with this microarray and RNA‐Seq data (Raherison *et al*., 2012). Other recent studies used RNA‐Seq profiling (Yeaman *et al*., 2014) and were able to interrogate nearly identical numbers of genes (23 889 in spruce and 23 519 in pine). Our objectives were threefold. (1) We first aimed to characterize the organization of the white spruce transcriptome based on multiple tissue data generated from a single experiment enabling statistical model analyses and the identification of high‐confidence coexpression groups. This led us to define and functionally analyse expressional groups including invariant and variable genes across vegetative tissues of white spruce. (2) Our second objective was to investigate expressional and functional diversity of vascular tissue preferential genes which were conserved among *Picea* species. (3) Our third objective was to delineate gene coexpression networks and identify genes involved in secondary cell wall development during wood formation, and study network reorganization over the course of a growth season.

## Materials and Methods

We used microarray data sets from two independent experiments (Expts 1 and 2) using the same microarray platform as described in Raherison *et al*. (2012). These experiments are described in the Plant material section. We also used gene expression results in shoot secondary xylem and phelloderm tissues of white spruce (*Picea glauca* (Moench) Voss), black spruce (*Picea mariana* (M) Britton) and Sitka spruce (*Picea sitchensis* (Bong.) Carrière) previously described in Raherison *et al*. (2012). Unless specified otherwise, all statistical analyses were performed using the base R packages; the Benjamini & Hochberg method was employed where appropriate to correct sets of *P*‐values for multiple comparisons (Benjamini & Hochberg, 1995) using the multtest R package, and the hypergeometric test for under‐ or overrepresentation analysis.

### Plant material

We used young spruce trees from open‐pollinated seed lots that were grown for 6–16 wk in a glasshouse under natural light conditions. Tissue samples were collected either at one (Expt 1) or at four different time‐points (Expt 2) in a growing season. In Expt 1, in July we collected from 3‐yr‐old seedlings of white spruce seven vegetative tissues: shoot apex, needles of young branches (young foliage), shoot or root secondary xylems, shoot or root phelloderms, and root tips (Fig. 1a). The shoot apex sample was *c*. 1 cm in length and contained the shoot tip with the apical bud as well as primary needles. Secondary xylem and phelloderm tissues lay inside and outside the vascular cambium, respectively (Raherison *et al*., 2012). Four biological replicates were used for each tissue sample, and each replicate was a pool of samples from five independent trees. In Expt 2, shoot secondary xylem tissues of 4‐yr‐old seedlings of Norway and white spruces were sampled on 22 June, 13 July, 17 August and 21 September. Samples were collected from six individual trees for each time‐point. All of the samples were immediately frozen in liquid nitrogen and stored at −80°C until RNA isolation.

**Figure 1:**
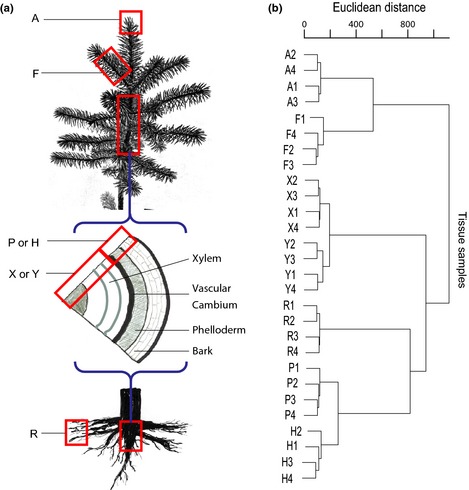
Classification of collected tissues based on gene expression. (a) Tissue sampling (image provided by Dr A. Séguin). (b) Hierarchical clustering of white spruce (*Picea glauca*) tissues based on microarray data (log_2_ scale). The analysis used the *hclust* function of R with Ward's method (Ward, 1963) and based on expression data of detected genes. A, shoot apex; F, young foliage; X, shoot secondary xylem; Y, root secondary xylem; R, root tips; P, shoot phelloderm; H, root phelloderm. Each tissue was replicated four times (1–4).

### RNA isolation, labelling and hybridization

Total RNA was isolated from tissue samples using the cetyltrimethyl ammonium bromide (CTAB) extraction method of Chang *et al*. (1993) as described in Pavy *et al*. (2008). Total RNA of each sample replicate was amplified using the Amino Allyl MessageAmp II aRNA amplification kit (Ambiom by Life Technologies, Carlsbad, CA, USA) following the manufacturer's instructions. In Expt 1, dye‐swap technical replicates for each biological replicate were performed. Each sample of amplified RNA (aRNA) was paired and labelled with Alexa Fluor 555 and 647 dyes (Invitrogen, Carlsbad, CA, USA). In Expt 2, aRNAs were labelled with Alexa Fluor 555 dye. RNA amplification, aRNA labelling, hybridization, array scanning and image processing were performed as described in Raherison *et al*. (2012).

### Microarray preprocessing and statistical analyses

In Expt 1, intensity data for single dyes of the two‐dye experiment were analysed separately. Replacement of abnormal or flagged spots, data normalization, and identification of positive probes and detected genes were performed as described in Raherison *et al*. (2012). A total of 24 850 probes corresponding to 23 623 unique white spruce genes were detected at least in one tissue (Table 1, Supporting Information Table S1). 

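Nearly all spruce probes lay above the empty spots in at least 1 tissue. In a channel, a probe was counted as detected when its background-subtracted intensity lay above the 95th percentile of the empty, buffer and blank spots of the same channel, and in a tissue when this held in at least 4 of the 8 channels. By this rule 31951 of 32144 probes (99.4%) were detected in at least 1 tissue and 31305 (97.39%) in all 7. The threshold was low, with a median of 3.8 intensity units over the channels, against a median of 214.1 for the spruce probes. A median of 93% of the Alien control spots per channel also passed it, so that passing does not by itself show a spruce transcript. Above the 95th percentile of the Alien spots instead, 30200 probes (93.95%) were detected in at least 1 tissue and 24971 (77.68%) in all 7. By either threshold, more probes were detected in at least 1 tissue than the paper gives, whose rule is taken from an earlier study.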

Using the nlme R package, we applied to detected genes a mixed analysis of variance (ANOVA) model with tissue, dye and the interaction tissue × dye as fixed effects, and the interaction tree × tissue as a nested random effect. A set of 846 genes were not included in the ANOVA because their expression levels were nonnormally distributed (Anderson–Darling's test; nortest R package), had nonhomogenous variances (Levene's test; car R package), or were affected by the factor dye or the interaction tissue × dye. 

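Few probes had an effect of the dye. Among the 31925 probes tested, 30 had a dye effect and 350 a tissue × dye effect after Benjamini-Hochberg adjustment. The residuals of 4685 probes departed from normality by the Anderson-Darling test, and 1789 probes had unequal variances by Levene's test. In all, 5487 probes failed at least 1 of the 4 tests, and they were kept in the comparison of tissues. The thresholds behind the paper's exclusion are not given in its text.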

We identified genes that had changes (variable genes; adjusted *P*‐value < 0.05) or were unchanged (invariant genes; adjusted *P*‐value > 0.05) across expression tissues from the remaining detected genes. These remaining detected genes were also used for further analyses. In Expt 2, flagged spots of expression data were removed from the analysis. Data normalization and identification of positive probes were carried out as described in Raherison *et al*. (2012). A two‐way ANOVA with species and time as factors was performed to identify the 1366 temporally variable genes or genes differentially expressed in secondary xylem across time‐points in a growing season. Temporally variable genes were those with one or more statistically significant probes (adjusted *P*‐value < 0.05). The average expression values in two dye technical replicates for each tissue sample (Expt 1) or six replicates in two species for each time‐point (Expt 2) were used for weighted correlation network analysis (wgcna R package; Langfelder & Horvath, 2008), template matching (Harris *et al*., 2009), and correlational and hierarchical clustering analyses. In wgcna, we used soft‐thresholding power values of 14 and 18 for Expts 1 and 2, respectively, to identify expression modules. An expression module is a cluster of highly (positively and negatively) correlated genes. It reveals two negatively correlated expression profiles. Each expression profile is associated with a group of genes that we referred to as a coexpression group in Expt 1 and a temporally variable cluster in Expt 2 (Table S1). The wgcna script used is included in Methods S1. The raw and preprocessed data have been deposited in the National Center for Biotechnology Information – Gene Expression Omnibus (NCBI‐GEO) with accession numbers GSE60277 and GSE51884 for Expts 1 and 2, respectively.

**Table 1:** Numbers of genes detected and classification as variable and invariant based on transcript levels

Category	Total genes	Annotated genes (%)^a^
Interrogated genes	23 853	15 724 (66)
Detected genes^b^	23 623	15 586 (66)
Statistically tested genes (ANOVA)^c^	22 857	15 096 (66)
Invariant genes	4805	2410 (50)
Variable genes	18 052	12 726 (70)
High‐confidence genes (adjusted *P*‐value < 0.0001)	10 548	7651 (73)
Low‐confidence genes (0.05 < adjusted P‐value > 0.0001)	7504	5075 (68)

a Genes that matched an *Arabidopsis thaliana* sequence (BLASTX; *E*‐value < 10^−10^).

b Transcripts were detected above background levels in at least one tissue of white spruce (*Picea glauca*).

c Genes that met assumptions for ANOVA testing (for details, see the Materials and Methods section).

### Functional annotation analysis

The cDNA sequences from which the oligonucleotide probes were designed (Raherison *et al*., 2012) were annotated against the *A. thaliana* protein data set (The Arabidopsis Information Resource 10) using BLASTX (*E*‐value < 10^−10^). Functional classes presented in Table S2 were developed as follows: first, we identified and clustered enriched biological process gene ontology (GO) terms using the Database for Annotation, Visualization and Integrated Discovery (DAVID; enrichment at *P*‐value < 0.05; Huang *et al*., 2009); second, enriched GO terms were classified into functional categories of plant GO slim using categorizer (Hu *et al*., 2008); and finally, based on the GO term itself, its cluster and its functional category, each GO term was manually assigned to a consensus functional class. Six sequences that we analysed represented *P. glauca* MYB proteins. These sequences were named in this report: BT112255, PgMYB29; BT117714, PgMYB30; BT119291, PgMYB31; DR571012, PgMYB32; BT108182, PgMYB33; and BT106711, PgMYB34.

### Reverse transcription quantitative PCR (RT‐qPCR)

We performed RT‐qPCR on 28 genes to verify results from microarray analyses (Table S3). Gene‐specific primers were designed using primer3plus (Untergasser *et al*., 2007), evaluated with oligocalc (Kibbe, 2007) and checked for uniqueness in the white spruce gene catalogue (Rigault *et al*., 2011). The same RNA samples that were used for microarray experiments were used for reverse transcription and RT‐qPCR as described in Boyle *et al*. (2009) using the QuantiFast SYBR Green PCR Kit (Qiagen, Carlsbad, CA, USA) with 5 ng of cDNA in a final volume of 15 μl. The number of molecules was determined following the method of Rutledge & Stewart (2008) with modifications described in Boyle *et al*. (2009). A one‐way ANOVA (for the factor tissue) and the template matching method were used to determine whether results from microarray and RT‐qPCR analyses were statistically matched with regard to gene category and expression profile, respectively.

## Results

### Most white spruce genes vary significantly across vegetative tissues

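Expt 1 sampled 7 vegetative tissues of 3-year-old white spruce, with 4 biological replicates per tissue. The paper describes each replicate as a pool from 5 independent trees grown for 6 to 16 weeks, while the sample labels name 4 unrelated trees per tissue and 6 to 8 weeks of growth. Amplified RNA of each replicate was labelled with both Alexa Fluor dyes in a dye swap, given in the sample labels as Cy3 and Cy5. It was hybridized to spotted arrays of spruce oligonucleotides and each dye was read as a channel of its own. The 28 biological samples therefore gave 56 channels, 8 per tissue, and 27 slides held 2 of these channels while 2 slides held 1. Each channel had 34992 spots, among them 32144 spruce probes with 1 spot each and 1574 empty, buffer or blank spots. The files give these probes by number and do not pair them with genes, so that counts are given here for probes where the paper counts genes. The median raw intensity of the spruce probes ranged from 115.1 to 621.7 between channels, and the median ratio of raw intensity to local background from 1.8 to 16.35. The number of arrays limits the precision of all values. The deposited values of the authors are log2 intensities, quantile-normalized over all spots except at the low end. For the values given here, the raw intensities were corrected for background by normexp with an offset of 50, taken to log2 and quantile-normalized over the 56 channels. Spots marked as abnormal by the quantification software (7849 spots, or 0.436%) were replaced by the mean of the same tissue and dye. Both dyes of a replicate were then averaged and the 28 samples were fitted with limma, with Benjamini-Hochberg adjustment over all probes tested.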

We analysed the transcript levels of 23 853 unique genes in seven vegetative tissues during normal development of white spruce (Expt 1). These tissues represent aboveground (apex, young foliage or needles, shoot secondary xylem, and shoot phelloderm) and belowground (root secondary xylem, root phelloderm and root tips) organs. Microarray analysis of each tissue sample comprised four biological replicates that were analysed separately. Dye‐swap technical replicates were also used. We identified 18 052 genes whose expression level varied significantly across tissues (variable genes) and 4805 whose expression level did not vary across tissues (invariant genes) (Tables 1, S1, S4). 

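Of 31925 probes tested, 25208 (79%) differed between the 7 tissues and 6717 (21%) did not pass the test (limma moderated F-test, adjusted p below 0.05). Over all probes tested, the median range between the highest and the lowest tissue mean was 1.1 on the log2 scale, where the median replicate SD of 0.26 would give 0.35 with no difference between tissues. For variable probes the median range was 1.37, with a median replicate SD of 0.27 (n = 4 per tissue). A range of at least 2-fold was found for 17077 variable probes and of at least 8-fold for 3966. Among the 6717 invariant probes the median range was 0.3, with a median replicate SD of 0.19. Failing the test does not show equal expression. Outside the dimmest 25% of probes, the 95% intervals of all 21 tissue differences lay within 2-fold for 1160 of 2882 invariant probes, while in the dimmest 25% the offset of 50 narrows the differences. Over the 56 channels, with slide and dye as fixed terms, 25772 probes were variable.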

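Among the strongest differences, young foliage and root tips were most often the single tissue with the highest or the lowest mean. At an adjusted p below 0.0001 (limma), 16278 probes (51% of those tested) formed the high-confidence class, and 8930 probes (28%) formed the low-confidence class. Root tips had the highest mean for 4413 high-confidence probes (27.1%) and young foliage for 3991 (24.5%). Young foliage also had the lowest mean for 4963 of them (30.5%) and root tips for 3627 (22.3%). Shoot phelloderm was the highest tissue for 1040 (6.39%) and shoot apex for 1091 (6.7%). Root secondary xylem was highest for 2367 (14.5%) and lowest for 2010 (12.3%), and shoot secondary xylem for 1662 (10.2%) and 1628 (10%). Tissues of one type divide such counts between them, so this ranking of single tissues does not rank tissue types. The shares were counted after quantile normalization only. In the comparison of young foliage with the other tissues, lower probes outnumbered higher ones, and scaling to equal medians reversed this. The median range between tissues was 1.9 on the log2 scale for high-confidence probes and 0.83 for low-confidence probes. The high-confidence level was reached by 18686 probes with slide and dye as fixed terms, and by 10657 with the Cy5 channels alone.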

A total of 10 548 variable genes were identified as high confidence (adjusted *P*‐value < 0.0001) and 7504 genes (0.0001 < adjusted *P*‐value < 0.05) as low confidence (Tables 1, S1, S4).

### The white spruce transcriptome is organized into coexpression groups classifying tissues based on their types or physiological functions

As a first step to explore expression data and transcriptome organization, we used hierarchical clustering. Biological samples of each tissue were clustered within a single unique group, thus indicating high repeatability of transcript level determinations as well as uniformity among samples of each type (Fig. 1b). 

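Replicates of a tissue lay close together. For each pair of samples, the root mean square of the log2 differences over all tested probes was taken as their distance. The nearest sample was of the same tissue for all 28 samples. Mean distances within a tissue ran from 0.42 ± 0.03 in root tips to 0.46 ± 0.07 in root phelloderm (SD over 6 pairs of 4 replicates). Young foliage and root tips, the tissues farthest apart, were separated by 1.46 ± 0.03 (SD over 16 pairs). Shoot and root secondary xylem were separated by 0.54 ± 0.07, and some of these pairs, from 0.45 upwards, were nearer than the most distant replicates within shoot secondary xylem (0.49). Ward clustering placed the 4 samples of each tissue in a cluster of their own for all 7 tissues, but for 5 of them when the arrays were scaled to equal medians. With the 56 channels left unaveraged, 3 tissues had a cluster of their own. Of the sum of squares over the channels, 69.8% lay between tissues, 11.7% between biological replicates and 18.5% between the 2 channels of a replicate. These shares rest on 6, 21 and 28 degrees of freedom. Per degree of freedom, the mean square was 0.2 between replicates and 0.237 between channels. Without slide terms, the 11.7% therefore shows no variation between replicates beyond that between channels. With slide and dye as fixed terms, the channels of a biological sample were correlated at 0.511, so replicates did vary once slides were accounted for.

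**Figure D1:**
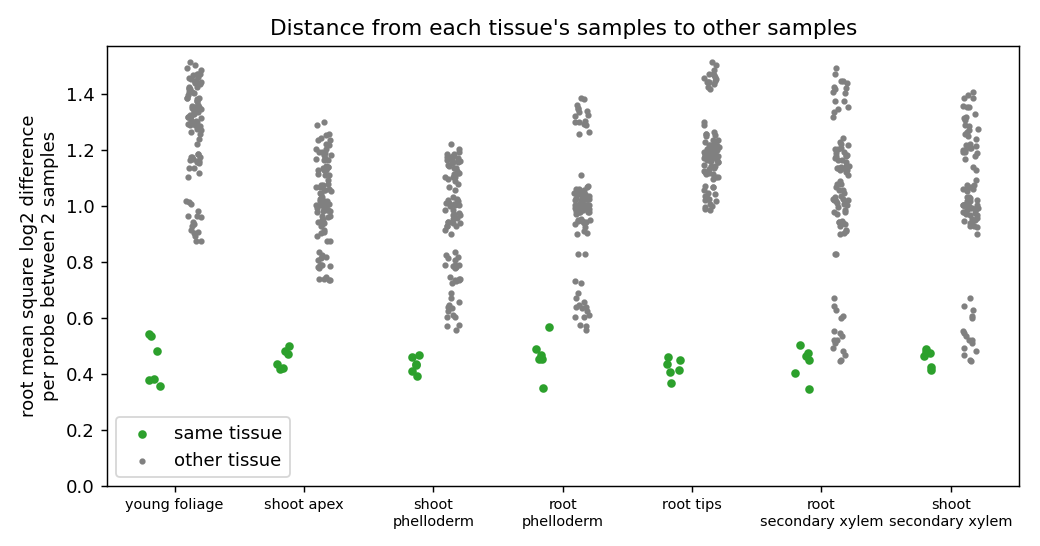
Root mean square log2 difference per probe (vertical axis) between pairs of samples, for each of the 7 tissues (horizontal axis). Green points are pairs of replicates of that tissue and grey points are pairs with a sample of another tissue; the lowest grey points of the xylem tissues, from 0.45, are shoot and root xylem pairs.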

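Restricting the Ward clustering to the 25208 variable probes again gave each of the 7 tissues a cluster of its own. Shoot secondary xylem joined root secondary xylem, shoot phelloderm joined root phelloderm, shoot apex joined young foliage, and root tips joined the phelloderm cluster, as they did over all tested probes.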

Identical results were obtained when analysing either the whole set of detected genes (Fig. 1b) or only the set of variable genes (Fig. S1). 

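Secondary xylem of shoot and root together differed from the other 5 tissues in 17914 probes (56.1%), with 8683 higher and 9231 lower in xylem (limma, adjusted p below 0.05). Phelloderm of both organs differed from the other 5 tissues in 14342 probes (44.9%), with 6527 higher and 7815 lower. These counts were 19586 and 16892 with slide and dye as fixed terms. A probe was called preferential for a set of tissues when it was higher there than in each other tissue, at the same adjusted p and a log2 difference of at least 1. Secondary xylem of shoot and root together had 818 such probes and phelloderm of shoot and root together had 242. Shoot apex and young foliage shared 721. Along the plant axis, shoot xylem with shoot phelloderm had 1 such probe and root xylem with root phelloderm had 6. Each of these sets also had to exceed the other above- or belowground tissues. The 3 belowground tissues together had 25, and 90 probes were lower there than in each other tissue by the same rule. Single tissues ranged from 26 probes in shoot phelloderm and 46 in shoot secondary xylem to 1163 in root tips and 1845 in young foliage. This rule was set after the data had been seen.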

The clustering clearly formed groups according to tissue type. Root xylem clustered closely with shoot xylem, and root phelloderm with shoot phelloderm, thus indicating a strong similarity between tissues from above‐ and belowground organs. 

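Few probes separated shoot from root within a tissue type. Between shoot and root secondary xylem 1429 of 31925 probes (4.48%) differed, 708 of them higher in the shoot and 721 higher in the root (limma, adjusted p below 0.05, n = 4 per tissue). Between shoot and root phelloderm 2871 probes (8.99%) differed, 1645 of them higher in the shoot and 1226 higher in the root. By contrast, 10408 probes (32.6%) differed between xylem and phelloderm of the shoot and 10397 (32.6%) between those of the root. The named probes were picked among those whose 8 xylem samples all lay above, or all below, the 20 others. Spruce_08676, with the largest rise among them, had a mean log2 value of 14.31 ± 0.17 in shoot xylem and 14.47 ± 0.18 in root xylem (SD, n = 4), and its log2 difference of xylem from the other tissues was 6.29 (standard error 0.24, adjusted p = 2.8e-16 from limma). Spruce_07832, with the largest fall among them, was 7.92 ± 0.42 in shoot xylem and 7.66 ± 0.3 in root xylem, with a log2 difference of -4 (standard error 0.18, adjusted p = 4.24e-15 from limma). With slide and dye as fixed terms, 1333 probes differed between the xylems, 3521 between the phelloderms and 11623 between root xylem and phelloderm. Without shoot secondary xylem replicate 4, 929 probes differed between the xylems, and with the Cy3 channels alone 569. In a fit of both xylems alone, 708 probes differed without the replicate number as a block and 1719 with it.

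**Figure D2:**
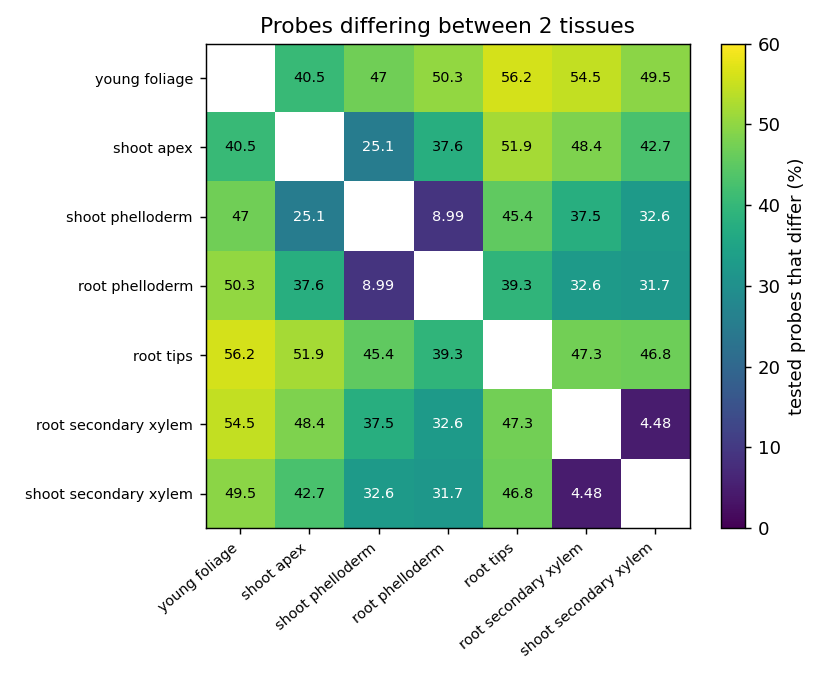
Share of the 31925 tested probes (colour and printed value, in %) that differed between each pair of the 7 tissues at an adjusted p below 0.05 (limma, n = 4 per tissue). The lowest values are those of shoot and root secondary xylem (4.48%) and of shoot and root phelloderm (8.99%), and the highest is that of young foliage and root tips (56.2%).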

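Young foliage was distant from every other tissue, and least so from shoot apex. The mean distance between their samples was 0.94 ± 0.05 (root mean square log2 difference, SD over 16 pairs), against 1.16 ± 0.03 between young foliage and shoot phelloderm, the next tissue. By this distance shoot apex itself lay nearer to shoot phelloderm, at 0.78 ± 0.03, than to young foliage. By the correlation of tissue means of the variable probes, each centred on its mean over the tissues, it was closer to young foliage, with r = 0.41 ± 0.05 against 0.18 ± 0.08 for shoot phelloderm (SD over 4 replicate numbers). Between shoot apex and young foliage 12919 probes (40.5%) differed, and between shoot apex and shoot phelloderm 8020 (25.1%) differed (limma, adjusted p below 0.05). Against the other 6 tissues, 7621 probes were higher and 10756 lower in young foliage, and 5041 were higher and 8037 lower in shoot apex. With slide and dye as fixed terms, 18418 probes differed for young foliage and 14901 for shoot apex. Arrays scaled to equal medians gave 10808 higher and 8639 lower probes for young foliage, and 4348 higher and 11011 lower for shoot apex. Ward clustering joined shoot apex to young foliage, whereas average linkage and median scaling each joined it to the phelloderm tissues.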

The cluster mostly similar to foliage (i.e. needles) was the shoot apex, an organ that contains primordial leaves.

To further characterize the organization of the white spruce transcriptome, we clustered variable genes and identified 22 coexpression groups or sets of genes sharing a similar expression profile, ranging in size from 48 to 1929 genes (Figs 2a, S2; Tables S1, S4). 

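Coexpression modules were rebuilt from the 16278 high-confidence probes over the 28 samples. They used the power of 14 and the minimum module size of 30 of the paper's script. A fixed tree height of 0.95 took the place of its dynamic tree cut. Modules were merged when the absolute correlation of their eigengenes lay above 0.75, so modules with mirrored profiles were joined. The paper's script sets a merge height and does not state that absolute values were used. The rebuilding gave 9 modules and, after each was split by the sign of its correlation with the module profile, 18 groups. Group sizes ran from 44 to 3604 probes once 8886 low-confidence probes had been added by template matching. A further 2605 high-confidence probes were left without a module. Both values depended on the tree height, with a smallest group of 274 probes and 8538 unplaced at 0.90, and 287 and 131 at 0.99. The largest group was highest in young foliage and the next, of 2542 probes, in root tips. Groups of 1898 and 1650 probes followed secondary xylem and phelloderm.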

Gene clustering to delineate the coexpression groups proceeded in two steps. First, we clustered high‐confidence genes into 11 modules each containing two coexpression groups with the wgcna package of R and defined the expression profile associated with each of the groups. Second, we used the resulting average expression level within each of the 22 groups as a template to determine membership of low‐confidence genes within the coexpression groups (adjusted *P*‐value < 0.05). In this study, expression modules (M1–M11) are comprised of genes whose expression was positively or negatively correlated, whereas members of a coexpression group had only positively correlated profiles (M1a–M11b; 22 groups in total), as shown in heatmaps (Figs 2a, S2a–j). A principal component analysis (eigengene modules) was used to show the differentiation of tissues within each expression module (Figs 2, S2). Eigengene groups were used to study correlation between groups and tissues (Figs 2b, S2k) and between tissues (Fig. 2c).

**Figure 2:**
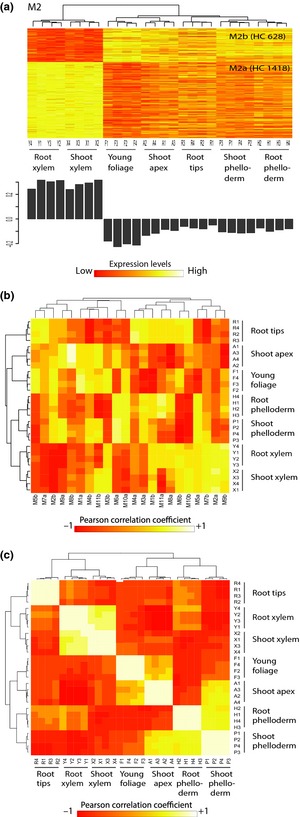
Expression module and coexpression groups across tissues in white spruce (*Picea glauca*). (a) Heatmaps show transcript abundance (log_2_ scale) of high‐confidence variable genes in the M2 expression module and M2a,b coexpression groups determined with the wgcna package of R. Number in parentheses, number of high‐confidence (HC) variable genes in the coexpression group. Total and low‐confidence variable gene numbers are listed in Supporting Information Table S4. Rows (*y*‐axis), genes which are listed in Table S1; columns (*x*‐axis), each of the four replicates of tissues (P1–4, shoot secondary phelloderm; Y1–4, root secondary xylem; R1–4, root tip; X1–4, shoot secondary xylem; F1–4, young foliage; A1–4, shoot apex; H1–4, shoot secondary phelloderm). Bar plots display the eigengene modules (or the first principal components). See Fig. S2 for a graphical representation of other expression modules and coexpression groups. (b) Correlation between coexpression groups (M1a–M11b) and tissues based on eigengene groups. (c) Correlation between tissues based on eigengene groups.

Our results indicate a modular organization of the transcriptome that is linked to differentiation between tissue types or physiological functions (Figs 2a,b, S2; Table S4). For example, four coexpression groups containing 42% of the variable genes were positively correlated with a single tissue (average Pearson correlation coefficient *R *>* *0.7; shoot apex in M4a, M8b, M9a and M11b; and needles in M5b) or tissue type (*R *>* *0.6; secondary xylem from shoots and roots in M2a, M7b and M9b; and phelloderm from shoots and roots in M6a and M10a). 

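Several rebuilt groups followed a single tissue type closely. The profile of the xylem group of 1898 probes averaged 1.63 SD units in shoot xylem and 1.5 in root xylem, and lay below 0 in the other 5 tissues. Its correlation with an indicator of secondary xylem over the 28 samples was 0.99. The phelloderm group of 1650 probes had a correlation of 0.92 with phelloderm. Root tips and shoot apex each had a group with a correlation of 0.98 and 0.97. The groups were built from these same samples, so these correlations describe the groups and are not a test. From such profiles, the paper proposes that the modular organization is linked to how tissue types or physiological functions differ.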

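Of the variable probes, 55.3% fell in rebuilt groups that followed a single tissue (r above 0.7) or a tissue type (r above 0.6). Young foliage had 1 group with 14.3% of the variable probes (r = 0.91), and root tips had 1 group with 10.1%. The young foliage group also followed the photosynthetic tissues (r = 0.88). The paper does not list its own photosynthetic group, M1a, among those behind its 42%, so the shares are not like for like. Secondary xylem of shoot and root had 3 groups with 21.4% in all, although modules with a xylem group numbered 1 at each of the other tree heights. Phelloderm of shoot and root had 1 group with 6.55%, root phelloderm alone 1 group with 0.559%, and shoot apex 1 group with 2.35%. The other 10 groups, with 34.2% of the variable probes, followed no tissue or type at these thresholds. The share of 55.3% leaves out groups counted under the photosynthetic tissues. It depended on the values used, and was 28% with the deposited values of the authors, where such groups held a further 12.5%.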

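Young foliage and shoot apex, the photosynthetic tissues, differed from the other 5 tissues in 19180 of 31925 probes (60.1%). There were 7208 probes higher and 11972 lower in the photosynthetic tissues (limma, adjusted p below 0.05). Among probes that differed at least 2-fold, 2939 were higher and 2153 lower. In the largest rebuilt group, the mean profile was 2.22 SD units in young foliage and 0.56 in shoot apex, and lay between -0.72 and -0.2 in the other tissues. The correlation of this group with the photosynthetic tissues was 0.88, and it was counted under young foliage. No group was counted under the photosynthetic tissues, whereas the deposited values of the authors gave such groups 12.5% of the variable probes. With slide and dye as fixed terms, 20182 probes differed.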

The profile of the M1a group comprising 11% of the variable genes was positively correlated with photosynthetic tissues (*R *=* *0.8).

The identification of coexpression groups also supports a strong similarity between tissues from above‐ and belowground organs. For example, 14 profiles comprising 70% of variable genes closely clustered xylem samples from the shoot and the root, and similar phelloderm samples from the shoot and the root (M2–M7 and M10). By contrast, only 21% of variable genes were separately clustered for vascular tissues from the root and the shoot (M1 and M11). 

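The contrast between xylem and phelloderm was largely shared by shoot and root. Across the tested probes, the log2 difference of xylem from phelloderm in the root followed that in the shoot with r = 0.85, where probes are not independent replicates. In both organs 3462 probes were higher in xylem and 3502 were higher in phelloderm (limma, adjusted p below 0.05), where independent lists would share 820.4 and 873.9. The comparisons share no sample, but same-numbered shoot and root samples deviated together, which the value for independent lists leaves out. A total of 89 probes passed the test in both organs with opposite directions. The difference between the organs was itself tested, and passed for 941 probes (2.95%), or for 1194 with slide and dye as fixed terms. In a fit of the same-numbered shoot-root differences alone, a choice made after seeing the data, it passed for 2028. The count of 941 was lower in several settings, with 556 for the deposited values of the authors and 270 for the Cy5 channels alone.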

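Within each rebuilt module, a tissue was paired with the tissue nearest to it in mean profile. In 5 of the 9 modules, shoot xylem and root xylem were nearest to each other and so were shoot phelloderm and root phelloderm. These modules held 48.9% of the variable probes. In a further pair of modules, led by young foliage and by root tips and holding 21.1% and 12.8%, the xylems were paired but the phelloderms were not. The share in modules with both pairs depended on the tree height and the values used, from 25.4% to 77.8%.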

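The modules in which neither the xylem nor the phelloderm tissues were paired held 6.61% of the variable probes. They were the module led by shoot apex, with 1481 probes, and a small module of 185 probes led by root phelloderm. The share was 3.26% at a tree height of 0.97 and 12.5% at 0.99. The paper speaks of samples that clustered together or apart within its modules. The pairing here used nearest mean profiles, so these shares and the paper's are not like for like.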

Analysis based on eigengene groups revealed highly positive correlation between vascular tissues from the shoot and the root (Fig. 2c).

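Over the 18 rebuilt groups, the mean profiles of shoot and root secondary xylem were correlated at r = 0.87, and those of shoot and root phelloderm at 0.46. Shoot apex and young foliage gave 0.28. The same was computed without groups, from the tissue means of the 25208 variable probes, each centred on its mean over the tissues, where 7 unrelated tissues would average a correlation somewhat below 0. There r was 0.82 ± 0.06 between the xylems and 0.52 ± 0.04 between the phelloderms (SD over 4 replicate numbers). Xylem and phelloderm of the shoot gave -0.34 ± 0.03. Phelloderm of the root was closer to that of the shoot than to root tips (0.08 ± 0.02).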

To confirm microarray analysis results, we determined and statistically analysed transcript levels of selected genes using RT‐qPCR, including 24 variable genes and four invariant genes (Table S3). Results were strongly consistent between the two methods, with 92% of tested genes having similar expression profiles and similar categories (invariant and variable genes) (Table S3).

### GO term enrichments show functional diversity among coexpression groups

Functional analysis was performed for the 22 coexpression groups and invariant genes based on annotations and enrichment for biological process GO terms for genes. Most of the detected genes (66%) were similar to an *A. thaliana* gene sequence (Table 1) and were annotated accordingly. The proportion of white spruce sequences that matched an *A. thaliana* sequence was somewhat higher among variable genes (70% for the high‐confidence group) than for the invariant genes (50%; Table 1). We found 4324 genes associated with enriched GO terms, representing 50% of the genes with assigned GO term annotations (Figs 3a, S3; Table S2).

**Figure 3:**
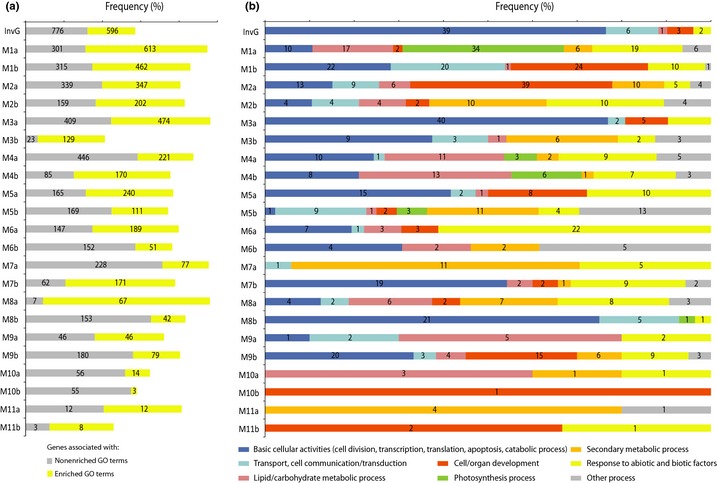
Functional analysis of invariant genes (InvG) and coexpression groups (M1a–M11b) in white spruce (*Picea glauca*). (a) *x*‐axis, frequency (%) of genes associated with each of the two annotation categories: enriched and nonenriched biological process gene ontology (GO) terms. Numbers inside bars are the number of genes per category. (b) *x*‐axis, frequency (%) of enriched GO terms associated with consensus functional classes. Numbers inside bars are the number of enriched GO terms per consensus functional class.

The GO term enrichment results showed that the dominant enriched biological processes varied across the coexpression groups (Fig. 3b). In addition, strong or preferential expression in a tissue type may be associated with several coexpression groups from different modules, and thus with enrichment of different processes. For example, group M6a with genes strongly expressed in phelloderm tissues compared with all other tissues was enriched for stress response. Group M10a was also highly expressed in phelloderm tissues but contrasted with M6a through stronger expression in needles; it was enriched for terms related to cell/organ development. Observations such as these show how assignment to a coexpression group is a useful first step for developing hypotheses for different groups of phelloderm preferential genes. Other similar examples were observed for groups of genes with strong expression in apex tissue (M4a, M8b, M9a and M11b) or in xylem tissues (M2a, M7a and M9b). These findings revealed the diversity of functions among genes preferentially expressed in a tissue type.

### Conifer‐specific genes are more strongly associated with secondary meristematic tissues

Functional and structural differences have been extensively documented in secondary vascular tissues when comparing conifer and angiosperms trees. For example, functions of water transport and mechanical support are attributed to a single cell type in conifers (tracheids) and to two distinct cell types in angiosperms (vessels and fibres); in addition, different types of hemicelluloses and lignins make up their secondary cell walls. We thus explored to what extent genes that are identified as unique or specific to conifers may be more represented in coexpression groups with strong expression in these tissue types. We used results of searches for sequence similarity to *A. thaliana* sequences (this work) and to Sitka spruce and loblolly pine sequences (Rigault *et al*., 2011) to identify putative conifer‐specific genes and analysed their distribution across coexpression groups. We found that conifer‐specific genes were overrepresented in groups with a preference for expression in secondary vascular tissues (M2a and M6a), and underrepresented in groups without a clear preference in any tissue (M1b and M3a) or with high expression in tissues more closely derived from the shoot meristem (M1a and M8b) (Table S5).

### Highly conserved invariant genes are associated with high expression and basic cell functions

We observed that invariant genes spanned a broad range of expression levels (Table 2) and that fewer of them had functional annotations compared with the variable genes (Figs 3a, S3). 

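Invariant probes spanned nearly the whole range of the array, from 6.53 to 14.72 in mean log2 intensity. They were concentrated among the dim probes, with a median of 7.07 and quartiles of 6.69 and 8.46. Variable probes had a median of 8.63 and quartiles of 7.64 and 9.91. Of the 6717 invariant probes, 3835 lay in the dimmest 25% of all tested probes and 827 in the brightest 25%. Of the dimmest 25%, 52% were variable, against 86.1%, 88.2% and 89.6% in the brighter bins. In the deposited values of the authors, the dimmest 25% held 61.3% variable probes and the brightest 25% held 86.9%. These levels are on the scale that includes the offset of 50, and the median of invariant probes was 6.02 in the deposited values.

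**Figure D3:**
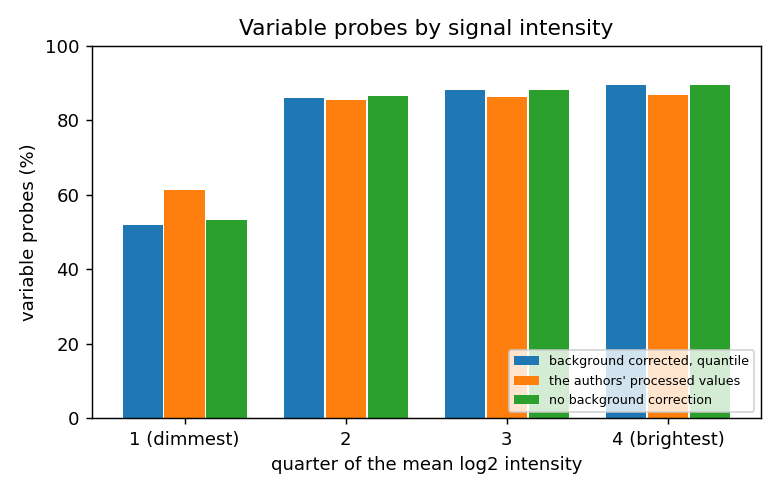
Share of probes that differed between tissues (vertical axis, in %) in each 25% bin of the mean log2 intensity (horizontal axis), for the background-corrected values, the authors' processed values and values without background correction. In each of them the dimmest bin has the lowest share, from 52% to 61.3%.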

Overall, the 596 invariant genes within enriched GO terms were predominantly associated with basic cellular activities and to a lesser extent with transport, cell communication/transduction, cell/organ development, and stress response (Fig. 3b), suggesting an overrepresentation of housekeeping genes. We analysed the group further with the aim of uncovering relationships between expression levels and functional annotations or sequence similarities. Results showed that genes that were conserved between conifers and *A. thaliana* were more strongly expressed as they were overrepresented among the high‐expression classes. Conversely, the putative conifer‐specific genes were overrepresented in low‐expression classes (Table 2). Genes associated with the major enriched functions were distributed in similar proportions in all expression level classes except for the stress response category, which was statistically overrepresented in the lowest expression class. This latter group probably represents genes whose expression may vary in response to a stress factor and had a low basal level in tissues grown in permissive conditions.

**Table 2:** Function and cross‐species conservation of invariant genes according to their expression levels

Expression classes^a^	Total	Cross‐species sequence conservation^b^			Functional classes^c^			
		Conifers	Conifers–*Arabidopsis thaliana*	White spruce–*Arabidopsis thaliana*	A (%)	B (%)	C (%)	D (%)
Low (< Q1)	1202	**142** *	*225* *	*110* *	79	7	**16** *	11
Low to moderate (Q1, Q2)	1201	**147** *	*227* *	*89* *	94	6	8	10
Moderate to high (Q2, Q3)	1201	109	**419** *	*134* *	94	10	7	13
High (> Q3)	1201	*82* *	**686** *	**397** *	90	9	10	20
Total in number	4805	480	1557	730				

a Based on their mean expression from all tissue samples of white spruce (*Picea glauca*), invariant genes were divided into four equal classes delimited by the first, second and third quartiles (Q1, Q2 and Q3, respectively).

b Conifers: number of genes with conserved sequences between white spruce (*Picea glauca*), sitka spruce (*P. sitchensis*) and loblolly pine (*Pinus taeda*); Conifers–*Arabidopsis thaliana*: number of genes with conserved sequences between one of the three conifer species and *A. thaliana*; and White spruce–*A. thaliana*: number of genes with conserved sequences between white spruce and *A. thaliana* based on the sequence similarity approach (Rigault *et al*., 2011; this work; BLASTX; *E*‐value < 10^−10^).

c Frequency (%) of genes associated with each of the functional classes: A, basic cellular activities; B, cell/organ development; C, response to abiotic and biotic factors; D, transport, cell communication/transduction. The sum of percentages per row exceeds 100% because a gene may be involved in one or more functional classes.

^a,b^Hypergeometric tests performed for expressional classes by column: *, statistically significant (adjusted *P*‐value < 0.05), for overrepresentation (bold numbers) or underrepresentation (italic numbers).

### Expressional and functional diversity among conserved secondary xylem and phelloderm preferential genes

We used the defined coexpression groups to characterize sets of genes that we previously identified as preferentially expressed in secondary xylem (2537 genes) and phelloderm (2800 genes) in shoots and were conserved in white, black and Sitka spruces (Raherison *et al*., 2012; Table S1). We found that 95% of the conserved xylem and phelloderm preferential genes were distributed among all coexpression groups, indicating that their modular organization is represented by diverse expression profiles (Fig. 4). Their respective distributions among coexpression groups were highly contrasted and matched closely with the profiles of the coexpression groups with regard to expression in xylem and phelloderm tissues, except for group M1a (with similar expression levels in both xylem and phelloderm tissues). The two tissue types are derived from different but neighbouring secondary stem meristems; the xylem is derived from the cambial zone (located more internally) and the phelloderm is derived from the phellogen (located more externally). Our results show the extent of transcriptome reorganization resulting from differentiation pathways from these two meristems.

**Figure 4:**
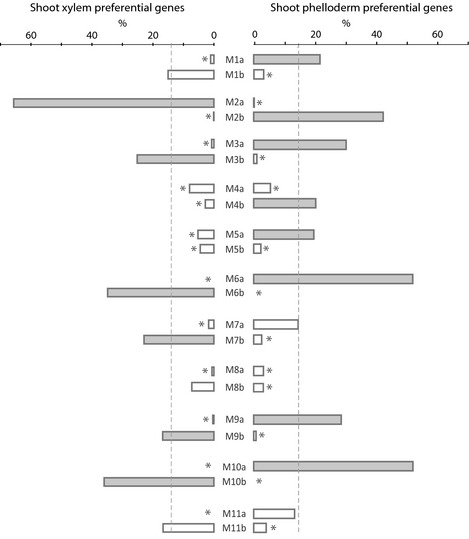
Distribution of secondary xylem or phelloderm preferential genes conserved among *Picea* species across coexpression groups. Vascular tissue preferential genes in white (*P. glauca*), Norway (*P. abies*) and black (*P. mariana*) spruces were identified in Raherison *et al*. (2012). Dashed grey vertical lines represent the expected frequency based on chance alone (%) of preferential genes across coexpression groups. Overrepresentation of xylem or phelloderm preferential genes compared with chance alone (hypergeometric test; adjusted *P*‐value < 0.05) is shown by closed bars and underrepresentation of xylem or phelloderm preferential genes is shown by open bars with an asterisk (hypergeometric test; adjusted *P*‐value < 0.05). Each of the over‐ and underrepresentations of xylem and phelloderm preferential genes closely matched with the expression profiles of the corresponding coexpression groups as shown in Fig. 2(a) and Supporting Information Fig. S2(a–j).

### Distinct expression patterns characterize wood formation at different stages during a growth season

Secondary vascular development and growth in woody plants follow an annual cycle that is characterized by an initial rapid growth phase (earlywood formation), followed by a slower phase that transitions to dormancy (latewood formation). We carried out a time‐course microarray profiling experiment (Expt 2) and identified 1366 genes with significant temporal variation in white and Norway spruces (adjusted *P*‐value < 0.05). The genes were clustered with wgcna into six temporal coexpression groups of 41–507 genes (Fig. 5a; Table S1). Overall, transcript levels did not change between June and July, remained stable (Fig. 5a; cluster T1; 726 genes) or varied progressively (Fig. 5a; cluster T2; 547 genes) in August and changed dramatically from August to September. Transcripts accumulating preferentially during June–July and September represented 51 and 43%, respectively, of the genes (Fig. 5a). By contrast, only 3% of the genes were preferentially expressed in August.

**Figure 5:**
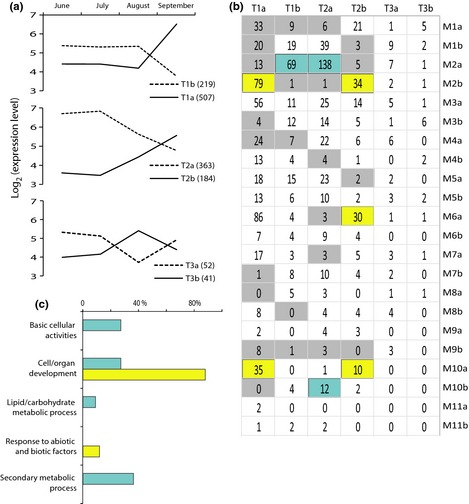
Distribution of temporally variable xylem expressed genes across coexpression groups. (a) Expression profiles of temporally variable genes in secondary xylem of white (*Picea glauca*) and Norway (*P. abies*) spruces. Numbers in brackets are the number of genes within temporally variable clusters (T1a–T3b). (b) Number of temporally variable genes across tissue‐based coexpression groups (M1a–M11b). Grey and blue/yellow areas, under‐ and overrepresentation (hypergeometric test; adjusted *P*‐value < 0.05), respectively; blue and yellow areas, earlywood and latewood genes, respectively, that is, June–July (T1b and T2a) and September (T1a and T2b) preferential genes that were overrepresented in M2a and M10b, and in M2b, M6a and M10a, respectively. (c) Functional annotation analysis based on gene ontology (GO) term enrichment of earlywood (blue bars) and latewood (yellow bars) genes.

Next, we analysed the temporally variable gene clusters for membership of the 22 coexpression groups derived from our comparison of vegetative tissues in white spruce (Fig. 5b). We found that June–July preferential genes (average Pearson correlation coefficient *R *=* *0.6) were overrepresented in groups exhibiting high expression in xylem tissues (M2a and M10b); these genes are called earlywood genes. This observation is consistent with the fact that the secondary xylem tissues used to define the tissue‐based coexpression groups were sampled in July during earlywood formation (Fig. 5b). Conversely, September preferential genes (*R *=* *0.8) were overrepresented in groups with a strong preference in phelloderm tissues or in other tissues than xylem (M2b, M6a, and M10a); these genes are referred to as latewood genes (Fig. 5b). These observations indicate that many of the earlywood genes were specific to xylem tissues at the start of the growing season, while latewood genes were more active in other parts of the trees during early phases of the growth season. Analysis of functional annotations indicated that basic cellular activities, lipid/carbohydrate reserves and secondary metabolic process were specific to earlywood genes and that stress responses were specific to latewood genes. Cell/organ development is a common function with a higher representation in latewood genes (Fig. 5c; Table S2).

### Variation in secondary cell wall regulatory network hub genes is associated with xylem transcriptome reorganization during the growth season

We developed three unweighted and signed networks targeting two xylem preferential modules (M2 and M7), June–July and September preferential genes. In these analyses, two genes whose expression profiles had an absolute Pearson correlation coefficient above 0.9 were connected. 

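The same rule was applied to the 4546 high-confidence probes of the 3 rebuilt modules that held a secondary xylem group. At an absolute correlation above 0.9 over the 28 samples, 185347 edges joined 4230 of these probes. The rule takes the absolute value, so edges join probes with like profiles and probes with mirrored profiles. The samples fall into 7 tissue clusters, and the correlations hold the differences between tissues. At tree heights of 0.90, 0.97 and 0.99 only 1 module held a secondary xylem group, and no network was computed there.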

We computed the number of genes connected to each gene (i.e. degree) to identify a hub(s), which represent(s) the most connected gene(s).

We identified the enriched pathways for the M2–7 network, which are shown in Table S6. Among the enriched pathways, we investigated the branch of the phenylpropanoid biosynthesis pathway leading to lignin biosynthesis (Fig. 6). Based on gene expression and sequence similarity, 12 of the 23 represented genes were preferentially expressed in xylem tissues and candidate genes for lignin biosynthesis. The remaining genes may be involved in the biosynthesis of phenolic compounds for purposes other than secondary cell wall lignification or in other branches of the phenylpropanoid metabolic pathway.

**Figure 6:**
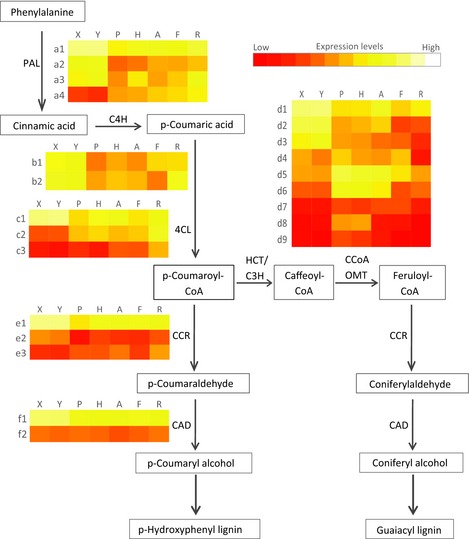
Phenylpropanoid pathway leading to lignin production. Boxes, metabolite; arrows, enzyme reactions; enzymes are reported using a three‐letter code: PAL, phenylalanine ammonia lyase; C4H, cinnamate 4‐hydroxylase; 4CL, 4‐coumarate‐CoA ligase; HCT/C3H, shikimate/quinate hydroxycinnamoyltransferase/p‐coumarate 3‐hydroxylase; CCoAOMT, caffeoyl‐CoA O‐methyltransferase; CCR, cinnamoyl‐CoA reductase; CAD, cinnamoyl alcohol dehydrogenease. Heatmaps next to enzyme name indicate expression value of genes (a1‐4, b1‐2, c1‐3, d1‐9, e1‐3, f1‐2) across tissues (X, Y, P, H, A, F, R); Each expression value is the average of four the biological replicates per tissue; a1‐4, BT112211 (GenBank ID), BT106538, BT119163, BT114680; b1‐2, BT116118, BT117086; c1‐3, BT106671, BT116171, DR551141; d1‐9, BT106698, BT106398, BT101243, BT117977, BT110631, BT102905, BT112333, BT104804, BT114515; e1‐3, DR573886, BT111802, BT112289; f1‐2, BT112280, BT116920; X, shoot secondary xylem; Y, root secondary xylem; P, shoot phelloderm; H, root phelloderm; A, shoot apex; F, young foliage; R, root tips.

The xylem preferential (M2–7) network was scale free (Fig. S4) and had *PgNAC‐7* (no apical meristerm (NAM), *Arabidopsis* transcription activation factor (ATAF) and cup‐shaped cotyledon (CUC) transcription factor 007 in *Picea glauca*) as the most connected hub gene (Table 3a). 

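In the rebuilt xylem modules, connections were spread unevenly over the probes. The median degree of connected probes was 37 and the highest was 655. The top 10% of the probes by degree held 46.4% of all edge ends, while 210 probes had a degree of 1. On log scales, the density of probes fell with the degree by a slope of -0.908 over bins of degree, with an r squared of 0.956. These values were for an edge threshold of 0.9 and moved with it. At 0.85 the top 10% held 31.7% of edge ends, the median degree was 177, 14 probes had a degree of 1, the r squared was 0.622 and the slope -0.326. At 0.95 the top 10% held 74.6%, the median degree was 5, 540 probes had a degree of 1, the r squared was 0.988 and the slope -1.33. Probes are not paired with genes in the files, and the degree of PgNAC-7 was not analysed here.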

A subnetwork containing common interactions (connections) and genes between xylem (M2–7) and June–July preferential networks also had *PgNAC‐7* as the most connected hub gene (Tables 3a, S1). PgNAC‐7 was recently identified as a key regulator of secondary cell wall development in white spruce, which is functionally analogous to VND6/7 (vascular‐related NAC‐domain 6/7; Duval *et al*., 2014). Functional annotation analysis was carried out among genes positively and negatively connected to *PgNAC‐7*. Genes positively connected to *PgNAC‐7* were specifically enriched for basic cellular, development and reserve metabolisms, whereas stress response and secondary metabolism terms were enriched in both negatively and positively connected genes (Fig. 7a,b).

**Table 3:** Functional annotation of the top ten most connected genes (hubs) of the networks; (a) subnetwork (xylem (M2–7) and June–July preferential network) which contains 185 genes (see Supporting Information Table S1 for details); (b) September preferential network which contains 691 genes (see Table S1 for details)

GenBank accession no.	Cluster ID^a^	Degree^b^	Rank^c^	PFAM description^d^	Functional annotation^e^
(a)					
BT102049	GQ0165_B14	53	1	No apical meristem (NAM) protein	PgNAC‐7, NAC 007
CO235762	WS0021_I12	43	2		
BT117400	GQ03818_L16	40	3	Subtilase family	Subtilase family protein
DR591085	WS00830_F12	40	3		
BT108414	GQ03121_H22	39	5	Myb domain protein	PgMYB2*
BT106274	GQ02906_F17	36	6		
BT107150	GQ03103_E24	35	7	Xyloglucan endo‐transglycosylase (XET) C‐terminus; glycosyl hydrolase family	Xyloglucan endotransglucosylase/hydrolase
BT107836	GQ03113_F02	34	8	Aldehyde dehydrogenase family	Aldehyde dehydrogenase 3F1
DR594044	WS00839_J22	33	9	Subtilase family; protease‐associated domain; peptidase inhibitor I9	Subtilisin‐like serine endopeptidase family protein
BT106749	GQ03009_M04	32	10		Ring/U‐box superfamily protein
(b)					
BT105806	GQ02828_L20	496	1	Tubby C 2 (TUB)	Protein of unknown function (DUF567)
BT112527	GQ03316_N22	496	1	Leucine‐rich repeat	ADR1, disease resistance protein (CC‐NBS‐LRR class) family
BT117952	GQ03918_F10	496	1	Dehydrin (DHR)	
BT103744	GQ02801_H14	495	4	ThiF family	Ubiquitin‐activating enzyme
BT109195	GQ03205_L14	494	5	Glycosyl hydrolase family, N‐terminal domain	Glucuronidase
BT113137	GQ03326_D07	494	5	Dehydrin	
BT114680	GQ03519_E06	494	5	Aromatic amino acid lyase	Phenylalanine ammonia‐lyase 4
BT104565	GQ02811_O09	493	8	Embryo‐specific protein 3 (ATS3)	Embryo‐specific protein 3 (ATS3)
BT115870	GQ03707_L13	493	8	Glycosyl hydrolase family	β‐glucosidase
BT101047	GQ0065_L03	492	10		
BT104876	GQ02816_C10	492	10	Hsp20/alpha crystallin family	Heat shock protein 17.4
BT104881	GQ02816_D12	492	10		Sucrose synthase 3
EX329848	GQ02830_C21	492	10	Dehydrin (DHR)	
BT114833	GQ03603_F10	492	10	Dehydrin (DHR)	
BT116286	GQ03715_F15	492	10	Pyruvate phosphate dikinase, PEP/pyruvate binding domain	Pyruvate phosphate dikinase, PEP/pyruvate binding domain
DR574449	WS00737_M23	492	10		Cox19 family protein (CHCH motif)

a Rigault *et al*. (2011).

b The number of genes connected to each gene within the network.

c The rank of genes based on their degree within the network; genes with similar degrees have the same rank.

d PFAM, the protein families database; ATS3, *Arabidopsis thaliana* seed gene 3; PEP, phosphoenolpyruvate.

e Functional annotation based on The Arabidopsis Information Resource version 10 (TAIR10); DUF, domain of unknown function; NAC 007, no apical meristerm (NAM), Arabidopsis transcription activation factor (ATAF) and cup‐shaped cotyledon (CUC) transcription factor 007; PgNAC‐7, name of the NAC 007 gene in white spruce (*Picea glauca*) according to Duval *et al*. (2014); ADR1, activated diesease resistance 1; CC‐NBS‐LRR, coiled coil–nucleotide‐binding‐site–leucine‐rich‐repeat.

**Figure 7:**
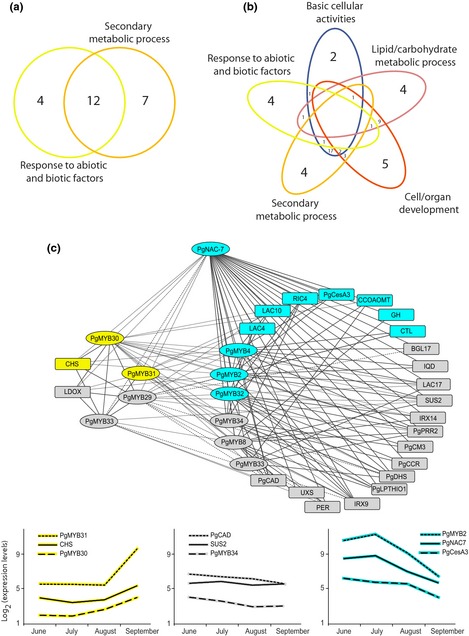
Functional annotations, network analysis and temporal expression patterns of *PgNAC‐7* (no apical meristerm (NAM), *Arabidopsis* transcription activation factor (ATAF) and cup‐shaped cotyledon (CUC) transcription factor 007 in *Picea glauca*) connected genes. (a, b) Venn diagrams show the distribution of *PgNAC‐7* (a) negatively and (b) positively connected genes among functional classes. (c) Upper panel, an unweighted and signed network shows connections of *PgNAC‐7* with MYB transcription factors (oval‐shaped nodes) and putative genes (rectangle‐shaped nodes) associated with secondary cell wall formation (Mizrachi *et al*., 2012; Duval *et al*., 2014). *PgNAC‐7*/MYB transcription factors and genes are listed in Supporting Information Table S1. LAC4, 10, 17, laccase4, 10 and 17; RIC4, rop‐interactive cdc42/rac‐interactive binding (CRIB) motif‐containing protein 4; CCOAMT, putative caffeoyl‐CoA O‐methyltransferase; GH, glycosyl hydrolase; CTL, chitinase‐like protein; BGL17, β‐glucosidase 17; IQD, protein IQ‐domain; SUS2, sucrose synthase 2; IRX9, 14, irregular xylem (probable β‐1,4‐xylosyltransferase) 9 and 4; PER, peroxidase; UXS, UDP‐xylose synthase; CHS, chalcone synthase; LDOX, leucoanthocyanidin dioxygenase; PgMYB2, 8, 29, 31, 32, 33, 34, MYB transcription factor 2, 8, 29, 31, 32, 33 and 34 in *P. glauca*; PgPRR2, pinoresinol reductase 2 in *P. glauca*; PgCesA3, cellulose synthase A 3 in *P. glauca*; PgCM3, chorismate mutase 3 in P. *glauca*; PgCCR, cinnamoyl CoA reductase in *P. glauca*; PgDHS, 3‐deoxy‐d‐arabino‐heptulosonate 7‐phosphate synthase in *P. glauca*; PgLPTHIO1, esterase/lipase/thioesterase family protein (lysophospholipase 1); PgCAD, cinnamyl alcohol dehydrogenase in *P. glauca*. Edges or connections are coexpression between genes with a Pearson correlation coefficient < −0.9 (dashed line) or ≥ +0.9 (solid line). Lower panel, temporal variation of genes; node and graph colours, temporal expression of genes in secondary xylem tissue of white (*Picea glauca*) and Norway (*P. abies*) spruces during a growing season: blue and yellow, highly expressed genes in June, July or August (earlywood genes) and in September (latewood genes), respectively; grey, temporally invariable genes.

We present a network showing *PgNAC‐7* and genes involved in secondary cell wall formation as reviewed in Mizrachi *et al*. (2012) or shown to be transactivated in conifers by regulators of secondary cell wall formation including MYB transcription factors (Bomal *et al*., 2008; Duval *et al*., 2014; Fig. 7c; Table S7). The network includes temporally variable and nonvariable genes (Fig. 7c). Temporally variable genes included *PgNAC‐7*, five of the 10 MYB genes and seven of the 22 genes encoding enzymes, indicating that the network may vary over the course of a growth season. We observed that all of the earlywood genes were positively connected to *PgNAC‐7* and the latewood genes were negatively connected to *PgNAC‐7*.

A network was constructed for September preferential genes. The most connected hub genes were three stress‐responsive genes, that is, a nucleotide binding site–leucine‐rich repeat (NBS‐LRR)‐encoding gene (activated disease resistance 1 (*ADR1*)), a dehydrin‐encoding gene (*DHR*), and a tubby protein‐encoding gene (*TUB*) (Tables 3b, S1). Several other dehydrins were also coregulated in this network (Table S1). These findings are consistent with changes in environmental factors, including water deficit and temperature decrease, that occur at the end (September) of a growth season and influence latewood formation in conifers.

## Discussion

Our findings describe the modular organization of the white spruce transcriptome, which we divided into invariant genes and coexpression groups of variable genes across tissues. We assigned 18 052 genes to 22 coexpression groups that are statistically robust and identified 4805 genes as being invariant across tissues. We also showed the complexity, conservation and reorganization of the transcriptome associated with secondary vascular tissue formation in spruces. These findings relating to transcriptome organization are discussed in the context of plant evolution, gene functions and expression networks.

### Evolutionary signatures of tissue differentiation

We measured transcript levels in seven vegetative tissues of above‐ and belowground organs of white spruce using a microarray platform and found that a large proportion of genes were differentially expressed across tissues with strong (10 548 high‐confidence genes) or moderate statistical support (7504 low‐confidence genes). Tissue differentiation has generally been linked to deeper transcriptome reorganization than developmental stages or environmental conditions in plants and animals. Our results from the comparison of white spruce tissues identified a much larger proportion of variable genes than comparisons of biological conditions or developmental stages in conifer trees, including interior hybrid spruce (Verne *et al*., 2011), maritime pine (Paiva *et al*., 2008), radiata pine (Li *et al*., 2010) and white spruce (this work). Similar findings have been reported in other plants including *A. thaliana* (Ma *et al*., 2005), tobacco (Edwards *et al*., 2010) and maize (Downs *et al*., 2013). In *A. thaliana*, Aceituno *et al*. (2008) indicated that tissue type was a more influential variable for transcriptome variation than any of the tested experimental conditions. In mammals, tissue affiliation explained generally at least 10 times more expression variance than perturbations or diseases (Prasad *et al*., 2013). In the mouse, Su *et al*. (2002) identified 78% of genes with differential expression across tissues vs 9–10% across time‐points (Kwon *et al*., 2012) or 1–7% between influenza‐infected lungs and control (Pommerenke *et al*., 2012). Tissue differentiation is evolutionarily ancient and has been linked to transcriptome signatures that are conserved across species (Prasad *et al*., 2013). In our previous work, we found that only 60 of the 5407 vascular tissue differential genes had different expression patterns when comparing three spruce species (Raherison *et al*., 2012). These findings demonstrate the way in which transcriptome signatures highlight the ancient evolutionary origins of tissue differentiation (*c*. 380 million yr ago; Kenrick & Crane, 1997).

In light of these observations and the high level of genomic conservation among spruces (Ritland *et al*., 2011), expression profiles may be regarded as a fundamental property of genes and their orthologues across the genus. It is also to be expected that profiles will extend to other genera within the Pinaceae by extrapolation from comparison of white spruce and loblolly pine showing a high level of conservation in gene coding sequences (Rigault *et al*., 2011) and in genome structure (Pavy *et al*., 2013). The response to abiotic stress factors is also well conserved between pine and spruce, as shown by Yeaman *et al*. (2014), who reported that the expression pattern was conserved for 74% of genes identified as sequence orthologues.

### Modular transcriptome organization underpins tissue differentiation

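By the threshold of the empty spots, which most Alien control spots also passed, the tissues differed little in the probes detected. From 31680 probes in root secondary xylem to 31872 in root phelloderm were detected, and 21 probes were detected in exactly 1 tissue. Young foliage had 7 of these, and root phelloderm and shoot phelloderm had 5 each. The number in exactly 1 tissue depended on the threshold, and was 601 above the Alien spots and 668 when all 8 channels of the tissue were required. The amounts differed between the members of all 21 pairs of tissues, by at least 2-fold in 597 probes for shoot and root xylem, the most alike, to 9453 for young foliage and root tips, the most different, which differed in 17952 probes at any fold (limma, adjusted p below 0.05).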

The features of sequences that make up the different tissue transcriptomes largely overlap but their quantitative variations in transcript amounts reveal the underlying transcriptome reorganization. These quantitative changes are underpinned by a complex modular organization that was represented here by coexpression groups (Figs 2, S2; Tables S3, S4). The modular organization may be illustrated by considering secondary xylem and phelloderm from the stem. Transcripts were detected for 22 970 and 23 296 genes in xylem and phelloderm, respectively, and were distributed among invariant genes and all of the 22 coexpression groups (Table S8). This modular organization showed the expressional diversity of gene profiles in a given tissue.

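In shoot secondary xylem 31727 probes were detected and in shoot phelloderm 31869. Both tissues shared 31693 of them, while 34 were detected in shoot xylem alone of these tissues and 176 in shoot phelloderm alone. These counts use the threshold of the empty spots, which most Alien control spots also passed. Above the Alien spots instead, the tissues were nearly level, with 28467 probes in shoot xylem and 28472 in shoot phelloderm. In amount, 5000 probes were higher in shoot xylem and 5408 higher in shoot phelloderm (limma, adjusted p below 0.05), of which 2206 and 2377 differed at least 2-fold. With slide and dye as fixed terms 13241 probes differed, and with the Cy5 channels alone 6401.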

Tissue preferential expression has been used to classify genes, and to carry out functional studies and evolutionary investigations of tissue differentiation (Ma *et al*., 2005; Pavy *et al*., 2008; Yang & Wang, 2013; Duval *et al*., 2014). We analysed xylem and phelloderm preferential genes conserved in three spruce species and found that they were distributed among all coexpression groups as well as being differentially represented in many of them (Fig. 4). These observations show the diversity of expression profiles among genes identified as preferentially expressed in a given tissue.

### Coexpression is associated with functional similarity

We report a high rate of GO term enrichment among coexpression groups. Almost 50% of the genes with assigned GO terms were associated with GO term enrichment in the different groups (Figs 3a, S3). Coexpression groups were for the most part very distinct in regard to predominant enriched biological functions. Taken together, these observations indicated that several members within coexpression groups shared functions in addition to expression profiles, which supports the notion that members of coexpression groups participate in similar or common processes. For example, enriched terms for photosynthesis, stress response and lipid metabolic processes were largely observed in the group of genes highly expressed in foliage and shoot apex tissues (M1a in Fig. 3b; Table S2).The shoot apex requires lipids to support intense cell division activity and a high growth rate (Jordy, 2004). Both shoot apex and needles are photosynthetic tissues and are regularly exposed to stress conditions. In turn, cell division, cell/organ development and cell transduction were the predominant enriched functions in profiles with higher expression in root vascular tissues (M1b in Fig. 3b; Table S2). Root tips contain a meristematic zone in an active state of cell division (Reddy & Chary, 2003; Verbelen *et al*., 2006); root growth and development are controlled by cell signal transduction pathways (Perrin *et al*., 2005; Grieneisen *et al*., 2007; Laskowski *et al*., 2008).

Coexpression groups with opposite profiles within an expression module may have contrasting GO term enrichments (Figs 2a, S2). For example, the group with strong expression in secondary xylem tissues (M2a) had higher representation of terms related to cell/organ development than the group with low expression in secondary xylem (M2b). The opposite was observed for the terms related to carbohydrate/lipid reserves and defence mechanisms. Coexpression groups with high (M7a) and low (M7b) expression in root tips and xylem were enriched for secondary metabolic processes and for basic cellular mechanisms, respectively; and both were enriched for stress responsive genes.

Considering these observations, enriched GO terms may represent indirect information on the biological function of coexpressed genes which lack GO terms or functional annotations (i.e. guilt by association). Genes highly coexpressed have a greater chance of sharing a common regulatory mechanism and therefore have similar functions (Allocco *et al*., 2004). In this regard, a few of the coexpression profiles had a relatively low proportion of genes with associated GO terms (e.g. M3b and M11b) where < 25% of genes with assigned GO terms were associated with enriched GO terms. Genes without predicted functions are numerous in conifers (Rigault *et al*., 2011) and represent significant numbers even in model organisms. Coexpression groups may help not only to functionally annotate these genes but also to improve inference of gene function across species. According to Prasad *et al*. (2013), an analysis combining tissue expression profiles with sequence similarity provides a better prediction of functions of homologous genes across species than using sequence information alone.

We identified 4805 genes that did not vary across tissues (invariant genes) and thus could be designated as housekeeping genes according to Chang *et al*. (2011) and Eisenberg & Levanon (2013). The number of putative housekeeping genes decreases to 1201 when using expression level criteria (moderate to high expression genes; Table 2) defined by Aceituno *et al*. (2008) in *A. thaliana*. We found about the same number of housekeeping genes in white spruce as reported for humans (Chang *et al*., 2011) and three‐fold more than reported for *A. thaliana* (Aceituno *et al*., 2008), both of which studies considered many more tissue types and biological conditions. As relevant for housekeeping functions, the majority of invariant genes had a biological function related to basic cellular activities, in agreement with previous reports (Chang *et al*., 2011; Eisenberg & Levanon, 2013). Based on sequence similarity analysis, we also found that most of the highly expressed invariant genes were conserved between *A. thaliana* and white spruce (Table 2). This finding is consistent with previous reports indicating high expression of the majority of genes conserved between closely (mouse and human; Liao & Zhang, 2006) or distantly related species (mouse and fruit fly; Tamura *et al*., 2004). Highly expressed genes were shown to have lower evolutionary rates of change in protein sequences (Tamura *et al*., 2004; Liao & Zhang, 2006) and to be under stronger selection for mRNA folding (Park *et al*., 2013).

### Temporal reorganization of gene expression networks in the vascular transcriptome

Network analysis identified *PgNAC‐7* as a network hub that is positively connected to several genes involved in secondary cell wall formation. These findings are consistent with the role of *PgNAC‐7* and downstream MYB genes (*PgMYB1*, ‐*2*, ‐*4* and ‐*8*) which have been shown in white spruce to act as secondary cell wall regulators in transient assays (Duval *et al*., 2014) and in transgenic trees (Bomal *et al*., 2008). This network is functionally similar to that regulated by class IIB NAC proteins VND4, VND5 and VND6 of *A. thaliana* (Duval *et al*., 2014) and several downstream genes of MYBs (Zhong & Ye, 2009; Zhong *et al*., 2010), which is also conserved in woody angiosperms including poplar (*Populus trichocarpa*) and eucalyptus (*Eucalyptus gunnii*) (Zhong & Ye, 2009; Zhong *et al*., 2010; Hussey *et al*., 2013).

Temporal analysis in white spruce indicated that *PgNAC‐7* and three of the spruce MYBs had expression profiles strongly related to earlywood, while no temporal variation was observed for other MYBs and most of the downstream genes encoding enzymes involved in secondary cell wall assembly. These observations indicate that the regulatory network may be reconfigured over the course of a growth season. A scan of the latewood preferential cluster (Table S1) identified one other NAC sequence and four other MYBs but these sequences have not been tested functionally. In turn, they represent candidate genes to be investigated for involvement in the regulation of members of this network.

Remodelling of the regulatory network in latewood was supported by the finding that the most connected hubs are stress responsive genes, that is, *ADR1*, a tubby gene and a dehydrin gene. *ADR* genes encode NBS‐LRR proteins involved in receptor‐mediated signalling (Bonardi *et al*., 2011). The network also contained many other coregulated dehydrin genes. ADR1, tubby protein and dehydrin proteins enhance drought tolerance in plants (Chini *et al*., 2004; Puhakainen *et al*., 2004; Wardhan *et al*., 2012). Our findings are consistent with the transition to dormancy that is initiated during latewood formation and involves several cellular changes including shifts in osmotic processes (Paiva *et al*., 2008). Differences between earlywood and latewood formation in terms of biological function and transcriptional regulatory network indicate transcriptional changes associated with seasonal network reorganization during a growing season in conifers.

### Concluding remarks

We classified expressed white spruce genes into coexpression groups that are indicative of the modular organization of the transcriptome. Our results showed that deeper transcriptome reorganization is associated with tissue differentiation than with developmental stages or environmental conditions, and that patterns are conserved between spruce species, as might be expected given the ancient evolutionary origins of tissue differentiation. Time‐course analyses of wood formation indicated network reorganization and a transition from cell wall formation towards defence‐related genes. This report extends previous work on the PiceaGeneExpress database (Raherison *et al*., 2012) by statistical modelling of transcriptome organization leading to network analysis. We have developed a framework of information for spruce genes and an approach that could be readily applied to any number of tree and other plant genomes. Combined with other types of information, coexpression groups may enable basic discoveries to be made relating to genome function, regulatory networks, biomarkers and candidate genes in addition to supporting the development of applications for breeding and the conservation of genetic diversity.

## Supporting information

Please note: Wiley Blackwell are not responsible for the content or functionality of any supporting information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

**Fig. S1** Hierarchical clustering of white spruce (*Picea glauca*) tissues based on variable genes.
**Fig. S2** Representation of coexpression groups and their correlation to white spruce (*Picea glauca*) tissues.
**Fig. S3** Functional annotation of invariant genes and coexpression groups.
**Fig. S4** Gene degree distribution on a double log scale of the xylem (M2‐7) preferential network.

**Table S1** Compilation of gene expression results from Expts 1 and 2, gene network analysis and annotation summary
**Table S2** Functional annotation analysis of gene groups
**Table S3** Reverse transcription quantitative PCR (RT‐qPCR) primer sequences and microarray validation by RT‐qPCR
**Table S4** Number of genes per coexpression group in white spruce (*Picea glauca*)
**Table S5** Under‐ or overrepresentation of conifer‐specific genes across coexpression groups
**Table S6** Enriched pathways in xylem (M2–7) preferential network
**Table S7** Members of the secondary cell wall gene network shown to be transactivated by PgNAC‐7 or MYB transcription factors in white spruce (*Picea glauca*)
**Table S8** Distribution of tissue‐detected genes across invariant and coexpression groups of white spruce (*Picea glauca*)
**Methods S1** Weighted correlation network analysis (wgcna) script.

# Supplementary material for: Modular organization of the white spruce (Picea glauca) transcriptome reveals functional organization and evolutionary signatures
**Source:** New Phytol. 2015 Feb 27;207(1):172–87. doi: 10.1111/nph.13343
**Supplement:** Supplementary file 1 — Fig. S1 Hierarchical clustering of white spruce (Picea glauca) tissues based on variable genes. Fig. S2 Representation of coexpression groups and their correlation to white spruce (Picea glauca) tissues. Fig. S3 Functional annotation of invariant genes and coexpression groups. Fig. S4 Gene degree distribution on a double log scale of the xylem (M2‐7) preferential network.

Supporting Information Figs S1–S4, Tables S4, S7 & S8 and Methods S1

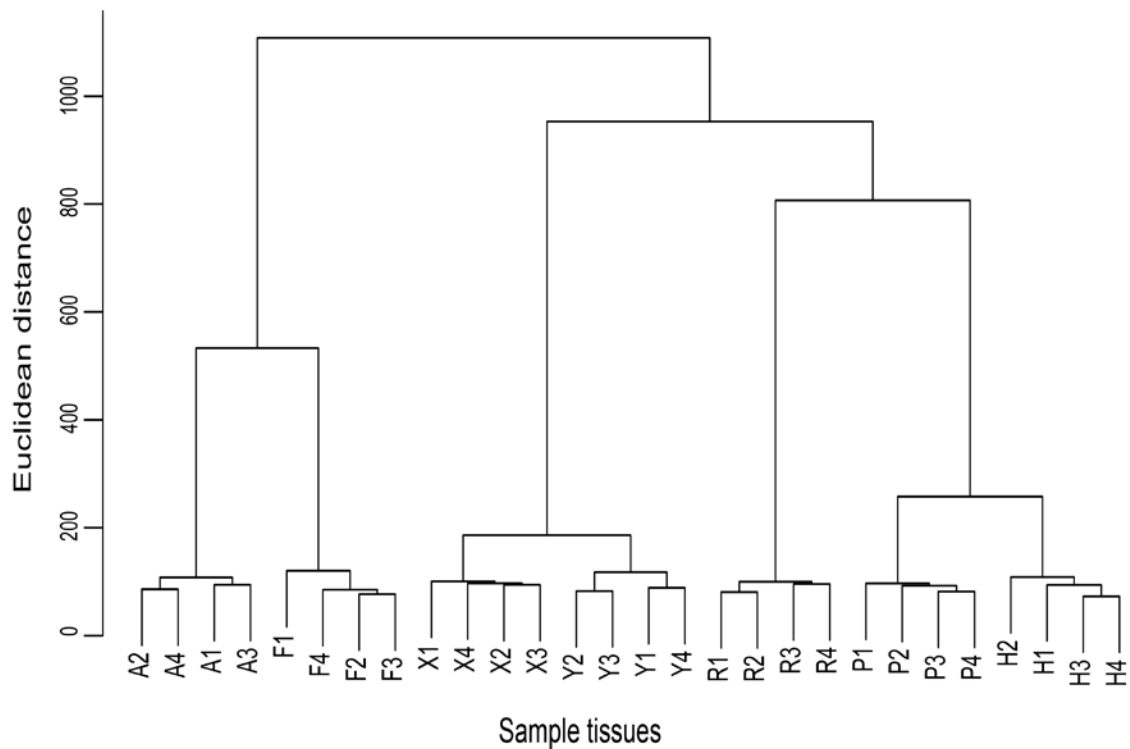

Fig. S1 Hierarchical clustering of white spruce (*Picea glauca*) tissues based on variable genes. Analysis was performed using the *hclust* function of R with Ward's method (Ward, 1963) and microarray data ($\log_2$ scale) of variable genes. A, shoot apex; F, young foliage; X, shoot secondary xylem; Y, root secondary xylem; R, root tips; P, shoot phelloderm; H, root phelloderm. Each tissue was replicated four times (1–4).

Reference

Ward JH. 1963. Hierarchical grouping to optimize an objective function. *Journal of the American Statistical Association* **58**: 236–244.

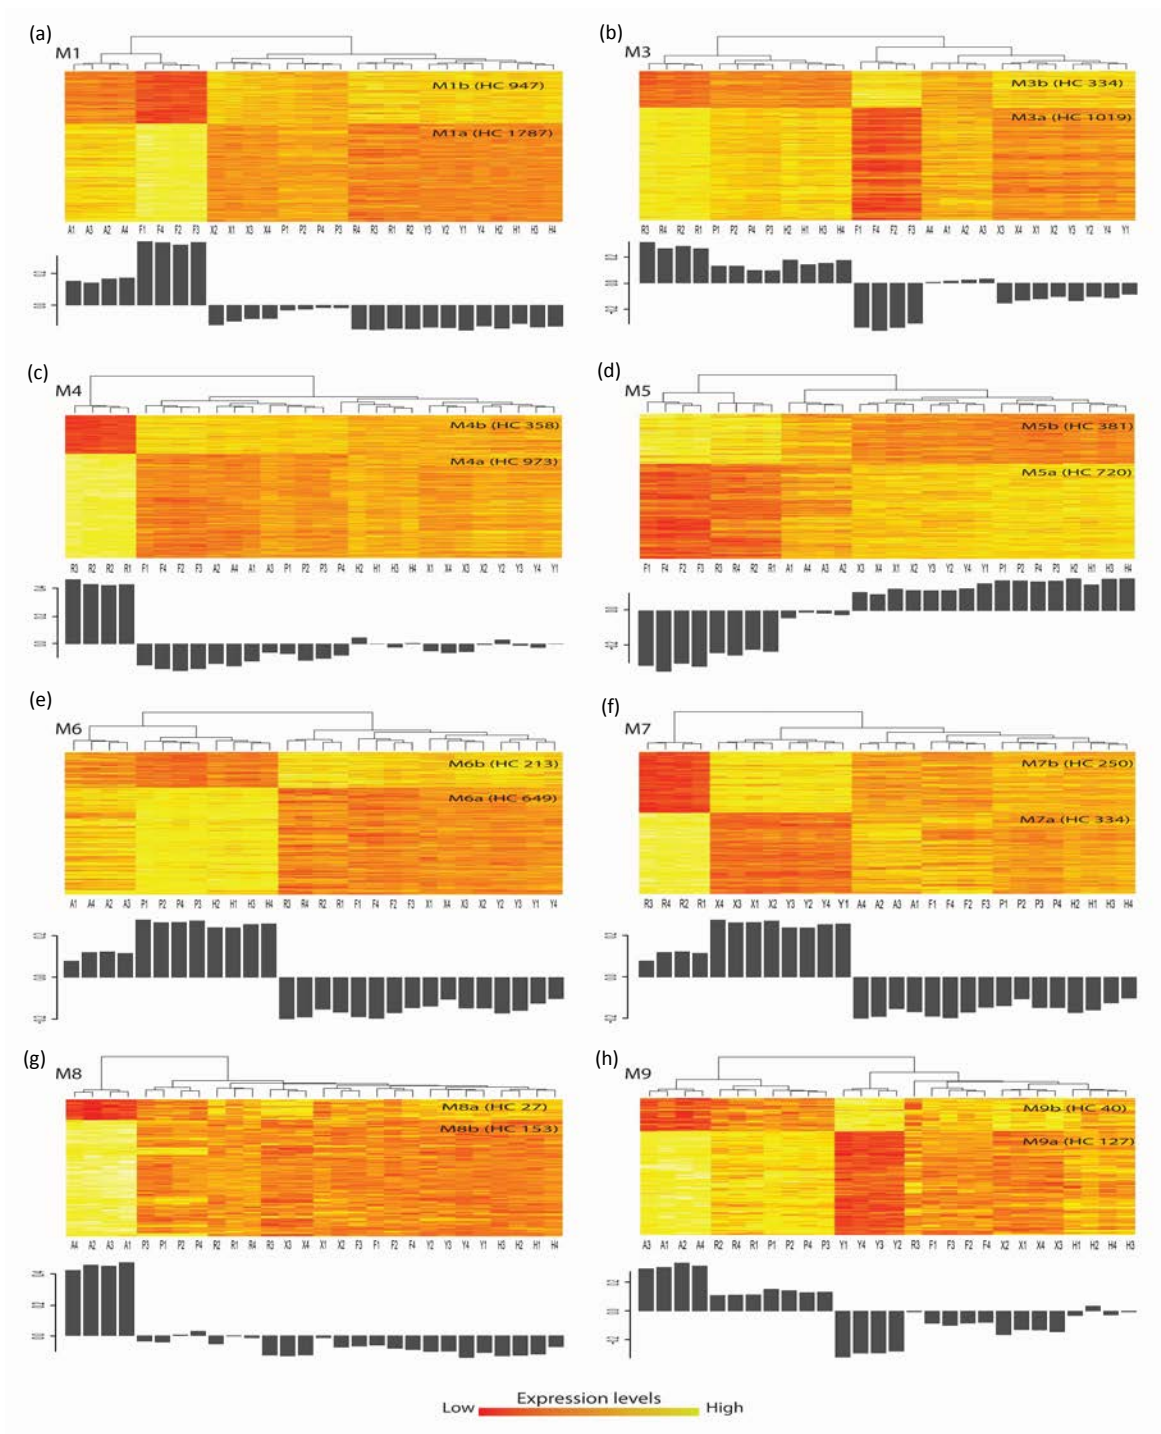

Fig. S2 Representation of coexpression groups and their correlation to white spruce (*Picea glauca*) tissues. M1 and M3–M9, expression modules; M1a,b and M3a–M9b, coexpression groups. (a–h) Heatmaps show transcript abundance (log₂ scale) of high-confidence (HC) variable genes in expression modules and coexpression groups determined with the WGCNA package of R. Number in parentheses, number of high-confidence variable genes in the coexpression group. Total and low-confidence variable

gene numbers are listed in Table S2. Rows (*y*-axis), genes which are listed in Table S1; columns (*x*-axis), tissues (A, shoot apex; P, shoot phelloderm; H, root phelloderm; R, root tips; F, young foliage; X, shoot secondary xylem; Y, root secondary xylem). Each tissue was represented by four biological replicates (1–4). Bar plots display the module eigengenes (or the first principal components).

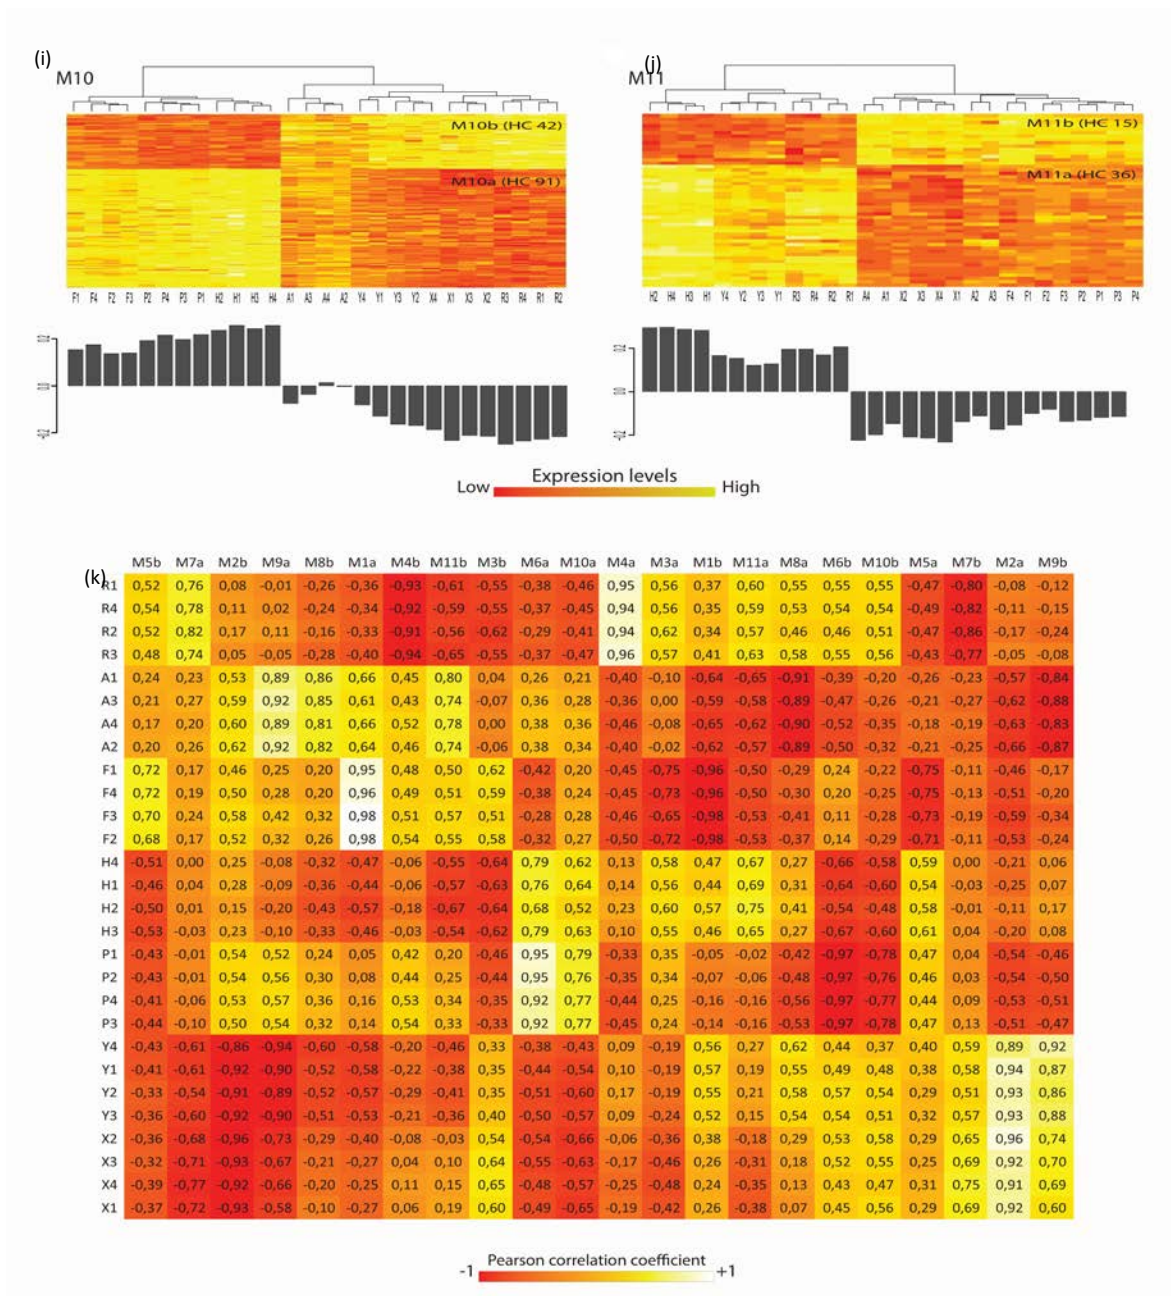

Fig. S2 (continued) Representation of coexpression groups and their correlation to white spruce (*Picea glauca*) tissues. M10 and M11, expression modules; M10a–M11b, coexpression groups. (i, j) Heatmaps show transcript abundance (log₂ scale) of high-confidence (HC) variable genes in expression modules and coexpression groups determined with the *WGCNA* package of R. Number in parentheses, number of high-confidence variable genes in the coexpression group. Total and low-confidence variable gene numbers are listed in Table S2. rows (y-axis), genes which are listed in Table S1;

columns (*x*-axis), tissues (F, young foliage; P, shoot phelloderm; H, root phelloderm; A, shoot apex; Y, root secondary xylem; X, shoot secondary xylem; R, root tips). Each tissue was represented by four biological replicates (1–4). Bar plots display the module eigengenes (or the first principal components). (k) Heatmap shows the Pearson correlation coefficient between coexpression groups and tissue samples.

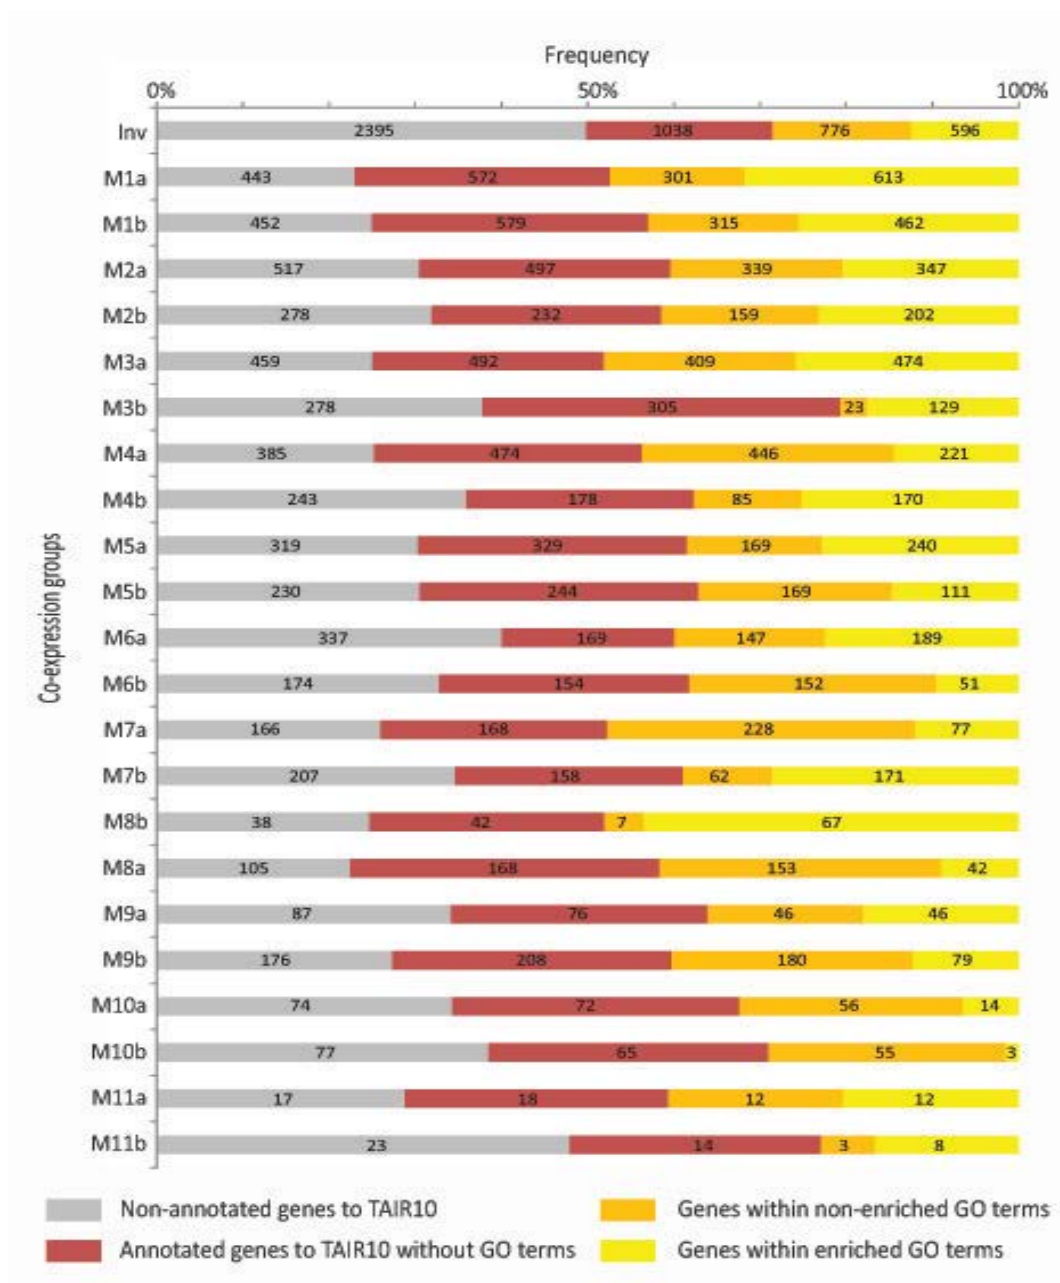

Fig. S3 Functional annotation of invariant genes and coexpression groups. Inv, invariant genes; M1a–M11b, coexpression groups. *x*-axis, frequency (%) of genes that were associated to each of the four annotation categories: non-annotated genes to The *Arabidopsis* Information Resource version 10 (TAIR10, www.arabidopsis.org); annotated genes to TAIR10 but without gene biological process gene ontology (GO) terms; genes within enriched and non-enriched GO terms. Numbers inside each bar are the numbers of

genes in each category. Enrichment test was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) tool (<http://david.abcc.ncifcrf.gov>, Huang *et al.*, 2009).

Reference

Huang DW, Sherman BT, Lempicki RA. 2009. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic Acids Research* **37**: 1–13.

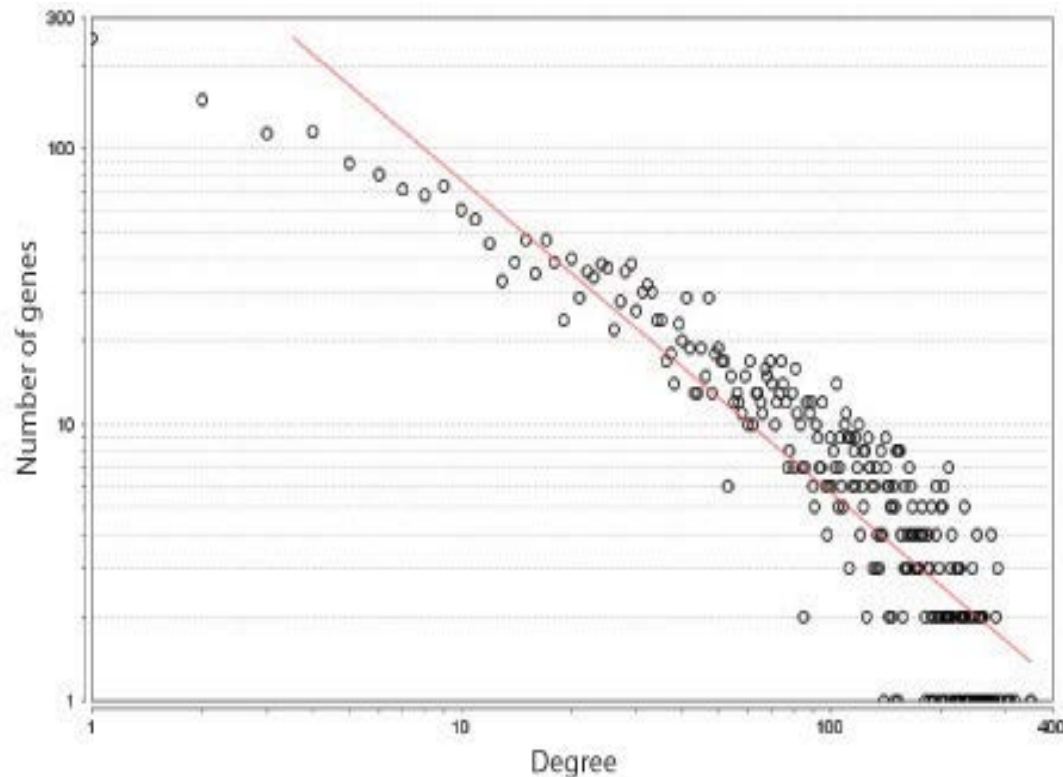

Fig. S4 Gene degree distribution in a double log scale of the xylem (M2–7) preferential network. The M2–7 network had a scale-free topology since its gene degree distribution fitted to a power-law distribution (i.e. few hubs hold together numerous small-degree nodes; Barabási *et al.*, 2001). Figure as output directly from the Cytoscape software (Assenov *et al.*, 2008). June–July and September preferential networks were not scale free.

References

- Assenov Y, Ramírez F, Schelhorn S, Lengauer T, Albrecht M. 2008. Computing topological parameters of biological networks. *Bioinformatics* **24**: 282–284.
- Barabasi AL, Erzsébet R, Vicsek T. 2001. Deterministic scale-free networks. *Physica A* **299**: 559–564.

Table S4 Number of genes per coexpression group in white spruce (*Picea glauca*)

Coexpression group	High-confidence gene	Low-confidence gene	Total
M1a	1787	142	1929
M1b	947	861	1808
M2a	1418	282	1700
M2b	628	243	871
M3a	1019	815	1834
M3b	334	401	735
M4a	973	553	1526
M4b	358	318	676
M5a	720	333	1053
M5b	381	373	754
M6a	649	193	842
M6b	213	318	531
M7a	334	305	639
M7b	250	348	598
M8a	153	1	154
M8b	27	441	468
M9a	127	128	255
M9b	40	603	643
M10a	91	125	216
M10b	42	158	200
M11a	36	23	59
M11b	15	33	48

High- and low-confidence genes are genes differentially expressed across tissues at $\text{adj}P\text{-value} < 0.0001$ and $0.05 < \text{adj}P\text{-value} > 0.0001$, respectively. M1a–M11b are tissue-based coexpression groups that are graphically presented in Fig. 2(a) and Fig. S2(a–j).

Table S7 Members of the secondary cell wall gene network shown to be transactivated by PgNAC-7 or MYB transcription factors in white spruce (*Picea glauca*)

GenBank<br>Accession<br>No.	Cluster ID ¹	Gene<br>name ²	Function	Trans<br>activation ³	PgNAC-7<br>(R>0.9) ⁴	PgMyb8<br>(R>0.9) ⁴	Coexpression<br>group	Temporal<br>cluster ⁵	Preferential<br>expression<br>in spruces ⁶
BT102049	GQ0165_B14	PgNAC-7	NAC-domain transcription factor			x	M2a	T2a	Xylem
BT108136	GQ03117_E18	PgMYB8	myb domain protein	<i>a, b</i>	x		M2a	None	Xylem
BT108631	GQ03124_J09	PgMYB1	myb domain protein	<i>a, b</i>			M3b	T2a	Xylem
BT108414	GQ03121_H22	PgMYB2	myb domain protein	<i>b</i>	x		M2a	T2a	Xylem
BT107883	GQ03113_N22	PgMYB4	myb domain protein	<i>b</i>	x		M2a	T2a	Xylem
BT116706	GQ03805_C07	PgDHS-2	3-deoxy-d-arabino-heptulosonate 7-phosphate synthase	<i>a, b</i>	x		M2a	None	Xylem
BT115945	GQ03709_D11	PgCM-3	Chorismate mutase-1	<i>b</i>	x		M2a	None	Xylem
BT112280	GQ03312_O11	PgCAD	cinnamyl alcohol dehydrogenase	<i>a, b</i>	x	x	M2a	None	Xylem
BT106671	GQ03007_K12	Pg4CL	4-coumarate:CoA ligase	<i>a, b</i>			M2a	None	Xylem
BT111802	GQ03303_N02	PgCCR-1	cinnamoyl coa reductase	<i>b</i>	x		M2a	None	Xylem
BT111350	GQ03236_G10	PgPRR-2	pinoresinol reductase	<i>b</i>	x	x	M2a	None	Xylem
BT116976	GQ03810_K09	PgCesA-3	Cellulose synthase family protein	<i>a, b</i>	x		M2a	T1b	Xylem
BT106155	GQ02904_A20	PgTUA-1	tubulin alpha-4 chain	<i>a, b</i>			M6a	None	None
BT116258	GQ03714_M12	PgXTH8-1	xyloglucan endotransglucosylase / hydrolase	<i>a, b</i>			M4a	T1b	Phelloderm

¹Rigault *et al.* (2011); ²Duval *et al.* (2014). ³Functional evidence of transcriptional control was obtained from *a*, transient cotransfection with PgNAC-7, PgMYB-8 or both (Duval *et al.*, 2014) or *b*, stable overexpression of PgMYB8 (Bomal *et al.*, 2008). ⁴Correlations with PgNAC-7 and PgMYB-8 from network analyses. ⁵Temporal cluster T2a and T1b were highly and moderately June–July preferential genes, respectively; none indicates no temporal variation detected. ⁶Raherison *et al.* (2012); conserved preferential expression in three spruces (*P. glauca*, *P. abies*, *P. sitchensis*) comparing stem secondary xylem and phelloderm tissues determined by microarray.

References

Bomal C, Bedon F, Caron S, Mansfield SD, Levasseur C, Cooke JE, Blais S, Tremblay L, Morency M-J, Pavy N. 2008.

Involvement of *Pinus taeda* MYB1 and MYB8 in phenylpropanoid metabolism and secondary cell wall biogenesis: a comparative in planta analysis. *Journal of Experimental Botany* **59**: 3925–3939.

Duval I, Lachance D, Giguère I, Bomal C, Morency M-J, Pelletier G, Boyle B, MacKay JJ, Séguin A. 2014. Large-scale

screening of transcription factor–promoter interactions in spruce reveals a transcriptional network involved in vascular development.

Journal of Experimental Botany **65**: 2319–2333.

Raherison E, Rigault P, Caron S, Poulin P-L, Boyle B, Verta J-P, Giguère I, Bomal C, Bohlmann J, MacKay J. 2012.

Transcriptome profiling in conifers and the PiceaGenExpress database show patterns of diversification within gene families and interspecific conservation in vascular gene expression. *BMC Genomics* **13**: 434.

Table S8 Distribution of detected genes across invariant gene and coexpression groups of white spruce (*Picea glauca*)

	**Foliage**	**Shoot<br>apex**	**Shoot<br>phelloderm**	**Shoot<br>xylem**	**Root<br>phelloderm**	**Root<br>xylem**	**Root<br>tips**
Inv	4554	4414	4638	4511	4606	4375	4492
M1a	1928	1925	1908	1882	1892	1818	1840
M1b	1797	1791	1807	1808	1807	1806	1806
M2a	1675	1671	1686	1700	1685	1696	1661
M2b	871	869	868	849	868	838	860
M3a	1807	1824	1834	1816	1833	1810	1831
M3b	734	733	730	732	726	728	715
M4a	1469	1472	1492	1472	1512	1471	1524
M4b	675	675	672	669	672	661	654
M5a	1042	1049	1052	1051	1053	1048	1032
M5b	754	748	743	733	738	725	749
M6a	831	839	842	830	842	819	822
M6b	524	519	526	521	522	523	530
M7a	623	632	631	609	633	594	636
M7b	591	591	596	598	597	597	584
M8a	139	154	145	136	134	105	124
M8b	467	465	467	467	467	467	468
M9a	249	255	254	247	254	237	252
M9b	637	633	641	641	640	642	634
M10a	215	212	216	210	216	210	210
M10b	196	196	196	198	196	191	199
M11a	57	54	58	53	59	57	59
M11b	48	48	48	48	47	46	46
Unclassified	500	502	506	496	497	487	492
Tested_genes	22383	22271	22556	22277	22496	21951	22220
Detected_genes	23104	22951	23296	22970	23225	22608	22913

Inv, invariant genes; M1a–M11b, coexpression groups; unclassified, variable genes that could not be classified to any coexpression groups using WGCNA or template matching methods; tested_genes, detected gene that met assumptions for ANOVA testing (for details, see the Materials and Methods section); detected_genes, genes whose transcript levels were detected above background levels in the tissue.

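By the threshold of the empty spots, the number of detected probes per tissue was 31756 in shoot apex, 31743 in young foliage and 31776 in root tips. A probe counts once per tissue in which it is detected, so these numbers overlap.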

Methods S1 Weighted correlation network analysis (WGCNA) script.

WGCNA is an R package that can be briefly described as follow. A pair-wise Pearson correlation matrix was computed and then transformed into an adjacency matrix using a power function: adjacency value of two genes = $|\text{correlation between two genes}|^\beta$, where β is the weight. The adjacency matrix was transformed into a distance matrix using the topological overlap measure (Li & Horvath, 2007). A hierarchical clustering analysis was applied to the dissimilarity matrix (1 - distance matrix). 

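The topological overlap of a pair of genes compares the neighbours they share in the network with the neighbours each has, so that genes in one dense part of the network come out close even where their own correlation is moderate. The adjacency is taken from the absolute correlation, so genes with mirrored profiles join the same module, and the groups a and b of a module are these mirrored profiles.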

Dendrogram leaves were cut and separated genes into distinct expression modules using the dynamic tree cut algorithm (Langfelder *et al.*, 2008). An expression module can be defined as a cluster of highly (positively and negatively) correlated genes (Langfelder & Horvath, 2008). It reveals two negatively correlated expression profiles. Each expression profile is associated with a group of genes that we referred to a coexpression group in experiment 1 or temporally variable cluster in experiment 2 (Table S1). Below is the WGCNA script we used:

```
# Loading expression data
# Expression data is a matrix with genes in rows and tissues in columns
getwd();
workingDirectory="C:/Users/...";
setwd(workingDirectory);
library(WGCNA);
options(stringsAsFactors = FALSE);
datExp=read.table("ExpressionData.txt")

# Transposing data and removing unnecessary data
datExpr0 = as.data.frame(t(datExp[,]));
names(datExpr0)=datExp[1,]
datExpr0=datExpr0[-1,]

# Detecting outlier samples with hierarchical clustering analysis
# no sample of experiments 1 and 3 was removed after the outlier verification
sampleTree = flashClust(dist(datExpr0), method = "average");
plot(sampleTree)

# Choosing the soft-thresholding power: analysis of network topology
powers = c(c(1:10), seq(from = 12, to=20, by=2));
sft = pickSoftThreshold(datExpr0, powerVector = powers, verbose = 5);
plot(sft$fitIndices[,1], -sign(sft$fitIndices[,3])*sft$fitIndices[,2],
xlab="Soft Threshold (power)", ylab="Scale Free Topology Model Fit,
signed R^2",type="n", main = paste("Scale independence"));
text(sft$fitIndices[,1], -sign(sft$fitIndices[,3])*sft$fitIndices[,2],
labels=powers,cex=cex1,col="red");
```

```
abline(h=0.86,col="red")
plot(sft$fitIndices[,1], sft$fitIndices[,5],
xlab="Soft Threshold (power)",ylab="Mean Connectivity", type="n",
main = paste("Mean connectivity"))
text(sft$fitIndices[,1], sft$fitIndices[,5], labels=powers, cex=cex1,col="red")
```

```
# Identifying expression modules
# We used power = 14 and 18 to identify modules across tissues (Experiment 1)
# and times (Experiment 3), respectively
net = blockwiseModules(datExpr0, power = 14, minModuleSize = 30,
maxBlockSize=12000, reassignThreshold = 0, mergeCutHeight = 0.25,
numericLabels = TRUE, pamRespectsDendro = FALSE, saveTOMs = TRUE,
saveTOMFileBase = "TOM1", verbose = 3)

# Calculating eigengene of modules
MEs = moduleEigengenes(datExpr0, moduleColors)$eigengenes
MET =orderMEs(MEs)
```

References

- Langfelder P, Horvath S. 2008.** WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* **9**: 559.
- Langfelder P, Zhang B, Horvath S. 2008.** Defining clusters from a hierarchical cluster tree: the Dynamic Tree Cut package for R. *Bioinformatics* **24**: 719–720.
- Li A, Horvath S. 2007.** Network neighborhood analysis with the multi-node topological overlap measure. *Bioinformatics* **23**: 222–231.

How the deposited data were processed for this re-analysis (not part of the article)

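Transcript levels of white spruce were measured in 7 vegetative tissues (shoot apex, young foliage, shoot and root secondary xylem, shoot and root phelloderm, and root tips) with 4 biological replicates per tissue. Each replicate was hybridized once with each of 2 dyes. The 56 channel files hold intensity values that the authors deposited as their scanner software gave them, on a linear scale: a trimmed mean of each spot, of its local background and of their difference, with 4 flags per spot. The scanner and its software are not given in the sources used here. All channel files name the same scanner wavelength in their headers, and the dye was taken from the sample labels. A value table holds the log2 values that the authors deposited after replacement of abnormal spots and normalization. Set against the scanner values of the same channel, each of its columns had a Spearman correlation of at least 0.9977 with the net intensity, and the column medians over the spruce probes ran from 7.76 to 7.96. Over all 34992 spots, the columns differed by at most 0.0005 at the 10th, 25th, 50th, 75th, 90th and 99th percentiles and by 1.2 at the 5th, so the values were taken as log2 intensities that are quantile-normalized over all spots except at the low end and not centred per gene. Among spots marked as inertia or bright, 89.8% of the authors' values had been moved by over 0.15 on the log2 scale, against 0% of spots marked as dust alone, and the same marks were therefore used here.

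The raw and background intensities were corrected by normexp with an offset of 50, taken to log2 and quantile-normalized over the 56 channels with limma 3.58.1 in R 4.3.3. Marked spots (7849, or 24 to 759 per channel) were replaced by the mean of the same tissue and dye, and 26 probes for which all 4 spots of a tissue and dye were marked were left out. Only 1 spruce spot was saturated. A probe was detected in a channel above the 95th percentile of the empty, buffer and blank spots, and in a tissue in at least 4 of its 8 channels. Probes detected in at least 1 tissue were tested, 31925 in all, each with 1 spot. Both dyes of a replicate were averaged, since dye swaps are technical, so n is 4 per tissue. A single linear model over the 28 samples gave the moderated F-test over the 7 tissues and 11 contrasts, with Benjamini-Hochberg adjustment over the probes tested. Probes were called variable at an adjusted p below 0.05 and high confidence below 0.0001, as in the paper. The paper fitted a mixed model with tissue, dye and their interaction, which in a balanced dye swap tests the tissues on the dye averages. Precision is limited by the number of arrays, and the channels differed in signal over background, from 1.8 to 16.35.

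Assumption tests used nortest 1.0.4 and car 3.1.3. Clustering used Ward's method on Euclidean distances. Coexpression modules were computed in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 from high-confidence probes. The settings were a power of 14, topological overlap, average linkage, a tree height of 0.95 and a minimum module size of 30. Modules were merged when the absolute correlation of their profiles lay above 0.75, a use of absolute values that the paper's script does not state. The tree height replaces the dynamic tree cut. It was chosen after the data had been seen and several heights tried, of which 0.90, 0.97 and 0.99 are given as alternatives. Low-confidence probes were placed by template matching. The tests were tried on simulated data with the real means and replicate SDs. In the comparison of secondary xylem with the other 5 tissues, run on 31925 probes with 67 of them changed by 0.5 on the log2 scale, 68.7% of these were recovered, and of 67 changed by 1, 98.5%.

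The replicate number was checked as a possible pairing. Deviations from the tissue means of same-numbered shoot and root xylem samples were correlated at 0.52, 0.27, 0.49 and 0.53, and those of same-numbered shoot and root phelloderm samples at 0.15, 0.45, 0.61 and 0.25. By the rule that every pair lies above 0.1, the numbers were taken to pair the samples in these comparisons. For phelloderm replicate 1, at 0.15, the best match was not the sample of its own number. The main fit holds no pairing term, so its counts of 1429 (xylems), 2871 (phelloderms) and 941 (between organs) leave the pairing out. Fits with the replicate number as a block, or of the same-numbered differences alone, are given as alternatives. For shoot xylem and shoot phelloderm, and for root xylem and root phelloderm, the lowest were -0.02 and -0.18, and the numbers were not taken to pair them. The pairing rests on these data alone. Slides, as numbered in the deposited data, were taken as a batch. The 27 slides with 2 channels each held samples of different tissues, so a single slide compares 1 pair of samples with no replicate. The fit with slide and dye as fixed terms and the biological sample as a random block combines these comparisons over the slides.

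The files name the probes by number and do not pair them with genes, so no gene is named, the unit is the probe where the design had planned the gene, and the gene lists and keyword lists drawn up for named genes were not used. The named probes are the pair with the largest rise and the pair with the largest fall in secondary xylem among those past the threshold whose xylem samples all lay on one side of all the others; the rule as first written took 5 of each with a gene description, and was narrowed once the probes were found without names. The alternatives covered the background correction, the normalization, the deposited log2 values of the authors, the filter on dim probes, single dyes, the channels with random blocks, the replicate number as a block, an unmoderated model, the assumption tests, array weights and leaving out each replicate in turn. The time course of Expt 2, the RT-qPCR, the functional annotation, the conifer-specific genes and the genes of the lignin pathway were not analysed here.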

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

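Of the tests in this part, the correlation of slide partners with different replicate numbers, the share of variable probes by intensity in the authors' processed values, and the splits of paired shoot-root differences, were chosen only after the result was seen.

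Root tips replicate 4 stood apart by the number of probes detected in both dyes, 28506 against 30287 to 30478 in the other 3 replicates. Young foliage replicate 1 stood apart by its mean distance to the other replicates of its tissue, 0.52 against 0.414 to 0.426 for each of the others, whose means include their distance to replicate 1. Each gap exceeded Dixon's 95% value for 4 samples, at 0.903 and 0.887 of the range. The low count of root tips replicate 4 came from its Cy5 channel. That channel detected 28582 probes and had 759 marked spots, the most of any channel, while its Cy3 channel detected 31827. The Cy5 channel of young foliage replicate 1 had the lowest median ratio of raw intensity to background, 1.8, against 7.41 in its Cy3 channel. In all 14 groups were examined, and chance gives about 1 in 20. Without root tips replicate 4, 16412 probes differed for root tips, and without young foliage replicate 1, 17935 differed for young foliage. The xylem-phelloderm difference itself differed between shoot and root for 941 probes. The Alien spots, control spots that the paper's text does not report on, lay above the detection threshold set by the empty spots in a median of 93% of cases per channel (47.1% to 100%). With a threshold at the 95th percentile of the Alien spots, a choice made after seeing the data, 30200 probes were detected in at least 1 tissue.

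Other splits of the samples were fitted in the same way. For the 7 tissues, 1 of 100 splits, the real one, called as many probes as the real 25208, and the highest other called 200. The same was found for secondary xylem (17914 against 757), phelloderm (14342 against 1170), young foliage (18377 against 1), shoot apex (13078 against 3251), root tips (17701 against 3) and the photosynthetic tissues (19180 against 1). Of the 35 splits of 4 samples against 4, only the real one called as many for shoot xylem and phelloderm (10408 against 27) and root xylem and phelloderm (10397 against 3839). This makes chance an unlikely source of each of these counts. The splits cannot exclude it, since no share below 1 of 100, or 1 of 35, was possible. The replicate numbers pair the samples of the xylems and of the phelloderms, and the 8 splits that part all 4 pairs are too few for a share under 0.05. The real split called 1429 probes for the xylems and 2871 for the phelloderms, and the highest other of these splits 1 and 0. The splits that keep some pairs on one side called up to 76 and 202. For the xylem-phelloderm difference between shoot and root, 3 of 100 splits called at least the real 941 and the highest called 1691, but these splits ignore the pairing and decide nothing. In a fit of the 8 same-numbered shoot-root differences alone, 4 of xylem against 4 of phelloderm, the real one of 35 splits called 2028 probes. The highest other split called 1. A share below 1 of 35 is not possible there. This fit was chosen after the unpaired splits had been seen, and its pairing rests on these data, so it does not by itself exclude chance. Splits of the samples that mix the tissues can keep part of the difference between xylem and phelloderm, and which of them did so was not examined.

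Channels that shared a slide deviated together from the mean of their tissue and dye, with a mean correlation of 0.38 over 27 slides, against 0.12 for the Cy3 and Cy5 channels of one biological replicate and -0.01 for channels of different tissues on different slides. Removing a smooth curve on intensity from each channel left 0.38, and removing the median of each of the 48 blocks of the array left 0.36, which argues against either as the whole of it. Slide partners with different replicate numbers gave 0.38, but these are 25 of the 27 pairs, so this repeats the observation, and hybridization or scan of the slide may be the source but stays untested. No biological explanation was tested.

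Same-numbered shoot and root samples also deviated together, with a mean correlation of 0.41 over 8 pairs of xylem or phelloderm samples. These pairs shared no slide, and over their single channels the mean was 0.21, which argues against a shared slide. Removing an intensity curve left 0.41, and projecting off the differences between the 7 tissue means left 0.39, which argues against varying admixture of the other sampled tissues. Shared trees, or a shared day of sampling or of RNA work, may explain it and were not tested.

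Invariant probes were dimmer than variable probes, and in the authors' processed values, which hold no offset of 50, since invariant probes there reached down to 0.51 on the log2 scale, the share of variable probes was 25.6 percentage points lower in the dimmest than in the brightest 25% of probes, which argues against the offset as the whole cause. Without offset and background correction it was 36.3 points lower, which met the bound written beforehand but decides nothing, since the local background then stays in the values. In simulated data, a log2 difference of 0.5 was recovered more often in the dimmest 25%, with a brightest-minus-dimmest gap of -22 percentage points, and a doubling of the signal above the offset gave -6.4. The first gap met neither bound written beforehand, and the second met the bound against compressed signals, which was set aside because the simulated changes start from the normexp estimate, which stays positive on spots with no transcript. A higher share of stable genes among weakly expressed ones may also account for it, and cannot be told apart here from signals near the background.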

How the results depend on the processing

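Alternatives that kept dust or flagged spots, used the Alien spots, fitted both xylems, both phelloderms or the shoot-root differences alone, rebuilt coexpression groups, or left out replicates in the clustering, similarity and detection were chosen after seeing the data; the rest were set before the data were examined. Of 160 values for the 13 tested counts under the planned settings other than leaving out replicates, 149 lay within 1.5 times the value reported and 11 did not. Most of these came from single dyes. With Cy3 alone, 6733 probes differed between root xylem and phelloderm, 569 between the xylems and 364 in the xylem-phelloderm difference between organs. With Cy5 alone, 10657 were of high confidence, 6401 differed between shoot xylem and phelloderm, 6585 between root xylem and phelloderm, 724 between the xylems, 1485 between the phelloderms and 270 between organs. Single dyes have fewer spots per sample; the cause was not tested otherwise. The difference between organs also fell to 608 with median scaling and 556 with the authors' processed values, and the cause was not tested.

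The replicate number as a block gave 25393 variable probes, 16047 of high confidence, 1527 between the xylems, 3068 between the phelloderms and 1010 between organs, and moved no count by over 1.5 times. With both xylems fitted alone, 708 probes differed without the block and 1719 with it; with both phelloderms, 2495 and 2881. The same-numbered shoot-root differences fitted alone gave 2028 probes between organs. Without 1 replicate, variable probes ranged from 24599 to 25344 and high-confidence probes from 15298 to 16169. The contrasts ranged from 17036 to 18186 (xylem), 13308 to 14471 (phelloderm), 16540 to 18470 (young foliage), 10215 to 13219 (shoot apex), 15840 to 17998 (root tips), 18370 to 19234 (photosynthetic tissues), 9448 to 10687 and 9052 to 10696 (xylem against phelloderm in shoot and root), 929 to 1603 (xylems), 2295 to 3001 (phelloderms) and 701 to 1115 (between organs). The 929 was reached without shoot secondary xylem replicate 4.

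Clustering kept all 7 tissues apart without any 1 replicate, but 3 with the 56 channels and 5 with median scaling. The similarity of the xylems fell to 0.70 with Cy5 alone, of the phelloderms to 0.42 with Cy3 alone, and of shoot apex and young foliage to 0.33 with Cy5 alone. The median level of invariant probes was 6.02 in the authors' processed values and 6.47 without background correction. At tree heights of 0.90, 0.97 and 0.99, 41.4%, 52.9% and 57.8% of variable probes lay in groups of a tissue or type, and 25.4%, 58.2% and 72.3% in modules pairing both xylems and both phelloderms; the authors' processed values gave 28.0% and 77.8%. The same heights and the authors' processed values, in this order, gave smallest groups of 274, 166, 287 and 192 probes, 1, 1, 1 and 2 modules with a xylem group, and 6.02%, 3.26%, 12.5% and 6.01% in modules pairing neither. High-confidence probes without a module numbered 8538, 803 and 131 at these heights. Groups of the photosynthetic tissues, left out of the shares in groups of a tissue or type, held 0.659% at 0.97 and 12.5% with the authors' processed values. Probes detected in exactly 1 tissue numbered 97 with the 99th percentile of the empty spots, 668 with all 8 channels and 601 above the Alien spots. The degree distribution had an r squared of 0.622 at an edge threshold of 0.85 and 0.988 at 0.95. All 4 named probes passed the threshold in the same direction in each of 34 alternatives, including the fits without 1 replicate. They were picked in these same data for large differences without overlap between samples, so this outcome adds little. Alternatives on several probes per gene, the groups of Table S1, PgNAC-7, Fig. 6 and the conserved genes were not run, since probes are not paired with genes. Signal over background, as low as 1.8 in a channel, limits the dim probes.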

Differences from the paper's values

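The paper mostly counts genes and the values here count probes, which the files do not pair. For detection the paper also gives a number of probes, close to its number of detected genes. That number is lower than the 31951 probes detected in at least 1 tissue here, so this gap is not one of units. Its cause was not tested. The paper's Table S4 places 10542 high-confidence genes in its coexpression groups, summed over the groups, and 16278 probes passed the same threshold here, with or without a group. As shares of what was tested these are 46.1% from the paper's counts and 51% here, which lie within 1.5 times of each other. Of 14 alternatives set before the data were examined, other than leaving out replicates, 5 gave counts within 1.5 times the paper's: median scaling (14836), Cy3 alone (13274), Cy5 alone (10657), the unmoderated model (15613) and leaving out probes that failed the assumption tests (13264). The other 9 did not. Of 28 fits without 1 replicate, 16 were within 1.5 times and 12 were not.

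The paper left out 846 genes by its assumption tests, and 5487 probes failed at least 1 of the same 4 tests here at an adjusted p below 0.05; the paper states no threshold for them. No alternative set before the data were examined bears on this count.

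The paper's largest coexpression group has 1929 genes, and the largest rebuilt group had 3604 probes. As shares of the variable genes or probes these are 10.7% from the paper's counts and 14.3% here, which lie within 1.5 times of each other. No alternative set before the data were examined bears on it. Settings chosen after seeing the values gave 3478, 3831 and 4386 probes at tree heights of 0.90, 0.97 and 0.99, and 3019 with the authors' processed values. The paper names shoot apex for most groups correlated with a single tissue. Here 1 group followed shoot apex, with 2.35% of the variable probes, and the largest single-tissue groups followed young foliage (14.3%) and root tips (10.1%).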

Other observations

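Against the other 6 tissues, 9094 probes were higher and 8607 lower in root tips (limma, adjusted p below 0.05, n = 4 per tissue), 2965 and 3210 of them by at least 2-fold. With slide and dye as fixed terms 18067 probes differed. Root tips differed from root phelloderm, the nearest tissue by count, in 12558 probes (39.3%). A total of 435 probes were lower in root tips than in each other tissue by a log2 difference of at least 1, and 673 were so in young foliage. In shoot apex 2 probes were. Secondary xylem of shoot and root together had 183 such probes and phelloderm 22. Shoot apex with young foliage had 75, and the 3 belowground tissues together had 90.

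Among 8 xylem samples and 20 others, 1212 probes were higher in every xylem sample than in every other sample, and 456 were lower. Chance gives 3.2e-05% of probes in each direction only if all 28 samples could be exchanged, which does not hold for replicates of a tissue. Counted in the same way, the other 20 pairs of tissues had 0 to 1215 higher probes (median 15.5), with the most for shoot apex and young foliage, and 0 to 491 lower probes (median 18), with the most for young foliage and root tips. Spruce_08876 was 14.62 ± 0.14 in shoot xylem and 14.3 ± 0.23 in root xylem (mean log2, SD, n = 4), and its difference from the other tissues was 6.24 (standard error 0.28, adjusted p = 4.67e-15 from limma). In shoot apex it varied most between replicates, at 9.58 ± 1.41. Spruce_00695 was highest in shoot apex, at 14.48 ± 0.29, and its xylem difference was -3.91 (standard error 0.32, adjusted p = 2.34e-10 from limma).

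The mean square per probe was 0.2 between biological replicates of a tissue and 0.237 between the 2 channels of a replicate. Without slide terms, the correlation within a biological sample was -0.0143 by limma's duplicateCorrelation, and with slide and dye as fixed terms it was 0.511.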
